# JAK*/*STAT3 regulated global gene expression dynamics during late-stage reprogramming process

**DOI:** 10.1186/s12864-018-4507-2

**Published:** 2018-03-06

**Authors:** Ling Wang, Zongliang Jiang, Delun Huang, Jingyue Duan, Chang Huang, Shannon Sullivan, Kaneha Vali, Yexuan Yin, Ming Zhang, Jill Wegrzyn, Xiuchun ( Cindy) Tian, Young Tang

**Keywords:** Reprogramming, iPSC, LIF, STAT3, Pluripotency, Gametogenesis, *Dlk1-Dio3*, Imprinting, DNA methylation

## Abstract

**Background:**

The generation of induced pluripotent stem cells (iPSCs) has underdefined mechanisms. In addition, leukemia inhibitory factor (LIF) activated Janus kinase/signal transducer and activator of transcription 3 (JAK/STAT3) pathway is the master regulator for naïve-state pluripotency achievement and maintenance. However, the regulatory process to attain naïve pluripotent iPSCs is not well understood.

**Results:**

We performed transcriptome analysis to dissect the genomic expression during mouse iPSC induction, with or without blocking the JAK*/*STAT3 activity. We describe JAK*/*STAT3 signaling-specific biological events such as gametogenesis, meiotic/mitotic cell cycle, and DNA repair, and JAK*/*STAT3-dependent expression of key transcription factors such as the naïve pluripotency-specific genes, developmental pluripotency associated (*Dppa*) family, along with histone modifiers and non-coding RNAs in reprogramming. We discover that JAK*/*STAT3 activity does not affect early phase mesenchymal to epithelial transition (MET) but is necessary for proper imprinting of the *Dlk1-Dio3* region, an essential event for pluripotency achievement at late-reprogramming stage. This correlates with the JAK*/*STAT3-dependent stimulation of *Dppa3* and Polycomb repressive complex 2 (PRC2) genes. We further demonstrate that JAK*/*STAT3 activity is essential for DNA demethylation of pluripotent loci including *Oct4*, *Nanog*, and the *Dlk1-Dio3* regions. These findings correlate well with the previously identified STAT3 direct targets. We further propose a model of pluripotency achievement regulated by JAK*/*STAT3 signaling during the reprogramming process.

**Conclusions:**

Our study illustrates novel insights for JAK*/*STAT3 promoted pluripotency establishment, which are valuable for further improving the naïve-pluripotent iPSC generation across different species including humans.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4507-2) contains supplementary material, which is available to authorized users.

## Background

Generation of induced pluripotent stem cells (iPSCs) represents a powerful way to establish embryonic stem cell (ESC)-like cells through ectopic expression of the four transcription factors, namely *Oct4, Klf4, Sox2*, and *c-Myc* (OKSM) [1]. However, its mechanism is not completely understood. This hinders further effort to improve the reprogramming efficiency and general safety of human iPSCs for clinical applications. Early mechanistic studies revealed that a mesenchymal to epithelial transition (MET) is required for successful reprogramming [2, 3]. Large-scale transcriptome and epigenomic analysis further revealed a multi-step reprogramming process, where somatic cells undergo an initiation/MET phase, followed by an intermediate phase characterized by stochastic activation of pluripotent markers and transient upregulation of developmental genes. Subsequently, the reprogrammed cells enter a late maturation/stabilization phase hallmarked by silencing of transgenes and activation of core pluripotent circuitry, to form completely reprogrammed, pluripotent iPSCs [3–7]. The entire reprogramming process is also characterized by epigenetic changes such as histone H3 lysine (K) acetylation and methylation, DNA demethylation or de novo methylation, to activate the core pluripotency genes, and poise reprogrammed cells for differentiation under developmental cues [4, 6, 8, 9]. However, to date, a complete understanding to pluripotency establishment at late-reprogramming stage has not been achieved.

The transition of somatic to pluripotent state is also regulated by stage-specific expression of non-coding RNAs such as microRNAs (miRNAs) [4, 8, 10, 11] and long intervening non-coding RNAs (lincRNAs) [9, 12–14], to regulate the expression of pro-differentiation and metabolic processes. The activation of maternally expressed lincRNA cluster *Gtl2-Rian-Mirg*, localized in the *Dlk1-Dio3* region at chromosome 12qF1 (Additional file 1), is essential for full pluripotency in mouse iPSC generation. Improper imprinting of this region is associated with poor chimera capacity of iPSCs and compromised generation of viable iPSC-mice by tetraploid complementation [15–17]. The expression of the *Gtl2-Rian-Mirg* is controlled by the intergenic differential methylated region (IG-DMR) localized between *Dlk1* and *Gtl2* genes [18] (Additional file 1). This region is hypermethylated at late-reprogramming stage [15], and only a small portion of iPSCs could re-establish proper imprinting of this region (~ 50% methylated IG-DMR) and become truly pluripotent [16, 17]. Vitamin C or the developmental pluripotency associated 3 (*Dppa3*) gene antagonize the binding of de novo DNA methyltransferases 3 (*Dnmt3s*) to IG-DMR region, therefore prevent the IG-DMR hypermethylation in reprogramming [15, 19]. Polycomb repressive complex 2 (PRC2) also antagonize *Dnmt3s* for proper imprinting of *Dlk1-Dio3* in mouse ESCs [20]. However, how *Dppa3* or PRC2 activity is controlled in reprogramming to ensure proper imprinting of the *Dlk1-Dio3* region is unclear.

The cytokine leukemia inhibitory factor (LIF) activates Janus kinas/signal transducer and activator of transcription 3 (JAK*/*STAT3) pathway by inducing heterodimerization of LIF receptor and the signal transducer protein *gp130* [21, 22]. Activation of JAK*/*STAT3 by LIF ensures naïve-state mouse ESC pluripotency and self-renewal [23–27]. STAT3 also plays a key role in naïve-state iPSC generation [28–30]. However, the question remains how exactly JAK*/*STAT3 activity regulates different biological events to ensure complete reprogramming. Characterization of JAK*/*STAT3 mediated reprogramming activities is needed to fully elucidate its downstream mechanism/effectors for naïve-state pluripotency generation. Such knowledge will also help to improve the LIF signal-dependent naïve-state iPSC generation across different species including humans [31].

We previously showed that enhancing STAT3 activity in reprogramming promotes pluripotency establishment from mouse embryonic fibroblasts (MEFs), while blocking JAK*/*STAT3 activity only leads to partially reprogrammed pre-iPSCs [29]. These pre-iPSCs failed to silence the OKSM transgenes and to activate key pluripotent genes such as *Oct4* and *Nanog* [29], two hallmarks of late-stage reprogramming [3–7]. To further understand the regulatory role of JAK*/*STAT3 in late-stage reprogramming, we performed transcriptome analysis to those reprogrammed cells at two different time points, and identified biological events specific to JAK*/*STAT3 signaling. We further discovered that JAK*/*STAT3 regulates proper activation of the imprinted *Dlk1-Dio3* region in reprogramming. Our study unveils novel mechanisms for LIF/STAT3 regulated late-stage reprogramming process.

## Results

### RNA-seq analysis reveals dynamic global gene expression between two different reprogramming stages regulated by JAK*/*STAT3 activity

We performed transcriptome analysis of the RNA samples of reprogrammed MEFs that carry a GFP reporter controlled by the *Oct4* distal enhancer region (OG-MEFs), as described previously [29] (Fig. 1, GEO accession number GSE97261). 

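RNA from 8 libraries was sequenced, 2 libraries for each of 4 groups, named DMSO-S1, Jaki-S1, DMSO-S2 and Jaki-S2. The cells were mouse embryonic fibroblasts that carry a GFP reporter for the endogenous Oct4 gene, infected with retroviruses for Oct4, Klf4, Sox2 and c-Myc (OKSM) and kept in medium with LIF, the cytokine that activates STAT3 through JAK. DMSO was the solvent control, and Jaki was 1 μM Jak inhibitor I, which blocks the kinases upstream of STAT3. The paper's results give day 3 as the start of treatment and its methods give day 2. The S1 libraries came from reprogrammed cells of passage 1 that the paper dates to day 18, whereas the sample labels say day 3. Day 18 is used here. The S2 libraries came from colonies picked on day 21 and grown to passage 2. As the methods state, rRNA was depleted with Ribo-Zero before sequencing on a SOLiD instrument, TopHat mapped the reads, Cufflinks and Cuffmerge assembled transcripts, and Cuffdiff compared the groups. The authors deposited 1 table of FPKM (fragments per kilobase of transcript, scaled to the mapped fragments) with a column for each library and no read counts, so that the values were already scaled for transcript length and library size. It lists 46140 loci under Ensembl transcript identifiers or under names given by the assembly, although the methods name RefSeq as the annotation. Of these loci, 28399 were above 0 in at least 1 library, and the 24861 with a mean FPKM above 0.1 over the 8 libraries were tested. Among the tested loci, 15812 were protein-coding genes and 1728 were assembled transcripts without a gene symbol. Positions are those of GRCm38, taken from Ensembl by transcript identifier for 39844 loci and by symbol for 4094.
The paper gives about 240 M sequencing reads obtained from the 8 samples, which need not all have been mapped. From the steps between low FPKM values of genes of known length, the deposited values were scaled to 3.2 and 4.2 M reads in DMSO-S1, 3.1 and 3.3 M in Jaki-S1, 5.1 and 5.9 M in DMSO-S2, and 6.9 and 4.8 M in Jaki-S2. In these libraries 1 read on a transcript of 1 kilobase corresponds to an FPKM between 0.145 and 0.325. The limit that a count of 0 allows, 3 reads, lies between 0.435 and 0.976 on such a transcript. These limits cover counting error only, and a listed 0 need not be a count of 0. The FPKM of a library summed to 30.5 and 39.1 M in DMSO-S1, 23.8 and 35.6 M in Jaki-S1, 5.1 and 3.5 M in DMSO-S2, and 5.1 and 3.9 M in Jaki-S2. In S1, transcripts without a gene symbol held 52.7% to 69.5% of the summed FPKM, against 7.1% to 12.6% in S2. Loci named as rRNA held 3.25% to 4.06% in S1 and 0.08% to 0.15% in S2.
Log2(FPKM + 1) of the tested loci was fitted with limma in 1 model of the 4 groups, with a trend of the variance on the mean, and p-values were adjusted by Benjamini and Hochberg within each comparison. The threshold for a change was an adjusted p-value of 0.05. A pair of values given for a group is replicate 1 and replicate 2, in that order. Positive log2 fold changes mean a higher value in the group named first. With n = 2 per group, leaving out 1 library gave values only, without a test.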

Briefly, OG-MEFs were seeded on day minus one (D-1), transduced with retroviral OKSM on the next day (D0) and then cultured in LIF-containing reprogramming medium, with the addition of either control DMSO (Ctl) or 1 μM specific Jak inhibitor I (Jaki) [32, 33] starting on Day 3 (D3). RNAs were extracted from the D18 reprogrammed cells (named DMSO-Stage 1 (S1) or Jaki-S1, respectively), or from induced colonies picked on D21 and expanded one more passage (p2) (named DMSO-Stage 2 (S2) or Jaki-S2, respectively) (Fig. 1). We chose these two time points (S1 and S2) to identify global gene expression differences between Ctl and Jaki-treatments, since the GFP positive (GFP+) colonies (indication of endogenous *Oct4* activation) in Ctl reprogrammed cells started to develop quickly between S1 and S2, while those colonies in Jaki-treatment remained GFP negative (GFP-) [29]. 

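Pearson's r was computed across the 24861 loci with a mean FPKM above 0.1, on FPKM itself. The 6 pairs of S1 libraries had a mean r of 0.971 (0.946 to 0.988), and the 6 pairs of S2 libraries a mean of 0.888 (0.815 to 0.957). Across the stages, the 16 pairs had a mean of 0.346 (0.186 to 0.486). The 4 pairs of replicates had a mean of 0.958, and the 8 pairs of a DMSO and a Jaki library of one stage a mean of 0.915. These are correlations across genes, which are not independent replicates, and no p-value was computed for them. On FPKM every pair within a stage lay above every pair across stages. Leaving out 1 library only removes pairs and cannot change that order, and the mean across stages then ran from 0.312 to 0.385. On log2(FPKM + 1) the mean was 0.853 within stages and 0.803 across them. With Spearman's rho the means were 0.802 and 0.763. Among the 16822 protein-coding and lincRNA genes, a choice made after seeing the data, r on FPKM was 0.85 across stages and 0.924 within them. Without the 1728 assembled loci that have no gene symbol, likewise chosen after seeing the data, it was 0.823 and 0.936. On log2(FPKM + 1), with Spearman's rho and with either set of fewer loci, the pairs overlapped. The lowest within stages lay below the highest across them (0.81 and 0.839 on the log2 scale).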

Pearson correlation coefficient and clustering analysis of all detected transcripts by RNA-seq (FPKM > 0.1) illustrated significant difference in global gene expression patterns between the S1 and S2 reprogrammed cells (Fig. 1b, c). These data show that dynamic change of global gene expression happened between S1 and S2. In addition, clustering analysis classified the Jaki- and DMSO-treated cells into different groups within each stage (Fig. 1c). 

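Hierarchical clustering of the 8 libraries by 1 − Pearson's r of FPKM placed the S1 and the S2 libraries apart, and within each stage placed the replicates of each treatment next to each other. On log2(FPKM + 1) the stages remained apart and DMSO-S2 and Jaki-S2 each formed a group, but the libraries of DMSO-S1 and Jaki-S1 were mixed. By Spearman's rho the stages were no longer apart, and again only the S2 groups held together. The separation of DMSO and Jaki at S2 was thus the same with all 3 measures, and that at S1 was found with 1 of them.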

We also performed principle component analysis (PCA) to all detected genes across our samples. 

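Principal components of log2(FPKM + 1) over the tested loci gave 30.8% of the variance to the first component and 21.3% to the second. On the first component DMSO-S2 scored 133.7 and 120.9, Jaki-S2 32.5 and 16.8, and the 4 S1 libraries between −96.6 and −61.8. On the second, Jaki-S2 scored 108.7 and 116, DMSO-S2 −55.6 and −47.2, DMSO-S1 −83.6 and −45.5, and Jaki-S1 9.3 and −2.1. The gaps between groups at S2 were wider than those between replicates. On the first component both Jaki-S1 libraries lay below both DMSO-S1 libraries, by less than the replicates of either group differed. On the second they lay above them, by more than the replicates of either group differed. Leaving out 1 library moved the first share between 30.1% and 35.4% (the latter without Jaki-S2 replicate 2). Restricting the genes to protein-coding and lincRNA genes, a choice made after seeing the data, moved it most, to 40.4%, with 27.4% for the second component.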

Plots using the two most significant principle components further confirmed the differences between S1 and S2 reprogrammed cells, and between the DMSO Ctl and Jaki-treated cells within each stage (Fig. 1d). Thus, S1 and S2 samples represent reprogrammed cells at two distinct stages, and that inhibiting JAK*/*STAT3 activity significantly impacts global gene expression patterns at either stage.

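Across the 24861 loci, the log2 fold changes from S1 to S2 in DMSO and in Jaki had a Pearson's r of 0.36, and those between Jaki and DMSO at S1 and at S2 an r of 0.22. Neither r is a test, as genes are not independent and each pair of comparisons was made on separate libraries. From the correlations, the clustering and the principal components, the paper concludes that S1 and S2 are distinct stages and that blocking JAK/STAT3 alters expression patterns at both.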

**Fig. 1:**
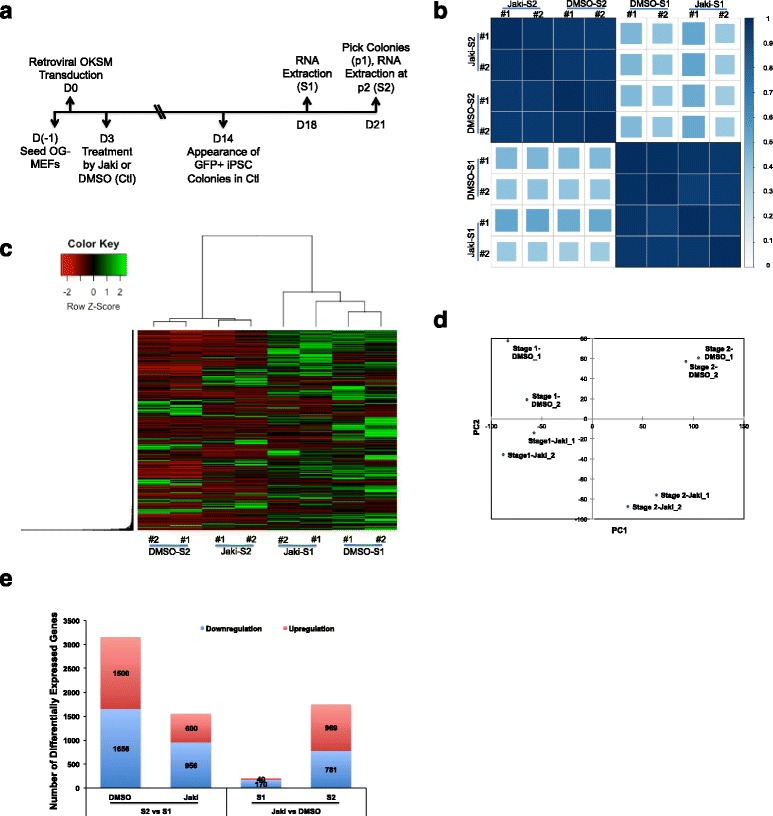
Dynamic Gene Expression Changes at Two Different Reprogramming Stages. **a** Schematic diagram depicting the reprogramming process and dates for RNA sample collection from reprogrammed cells. **b** Pearson Correlation of the duplicated samples of different reprogramming conditions and stages. The colored bar along the right side of the heatmap indicates the Pearson’s correlation coefficient. **c** Hierarchical clustering of differentially expressed genes among different treatments and reprogramming stages. The relative abundance is represented by color (red, lower abundance; green, higher abundance), as indicated by the color key. **d** PCA analysis to the transcriptomes of different reprogramming samples. PC1 and PC2 represent the top two dimensions of the differentially expressed genes. **e** Bar chart representing the numbers of up- or down-regulated DEGs between S1 and S2 and between two treatments at the same reprogramming stage

We further analyzed the differentially expressed genes (DEGs) either 1) between the S1 and S2 reprogrammed cells within each treatment, to compare the dynamic reprogramming differences in Ctl (undisturbed JAK*/*STAT3 signaling) and Jaki (blocked JAK*/*STAT3 signaling) conditions, or 2) between the Jaki- and DMSO-treatments at S1 or S2, to identify specific targets of JAK*/*STAT3 activity at these two reprogramming stages. 

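From DMSO-S1 to DMSO-S2, 1303 loci rose and 1107 fell past an adjusted p-value of 0.05, out of 24861 tested. In Jaki, 124 rose and 210 fell. Every one of these counts was 0 when each comparison was fitted on its own 4 libraries, with 2797 rises and 3748 falls in DMSO and 1948 and 3121 in Jaki at an unadjusted p-value under 0.05. The lowest adjusted p-values there were 0.05075 and 0.05065. The falls in Jaki were 415 with a pseudocount of 0.1, and 903 among protein-coding and lincRNA genes, a choice made after seeing the data. The alternative that moved the rises most left out the loci named as rRNA and rescaled the remaining FPKM of each library to the same sum. It gave 12051 rises and 234 falls in DMSO and 10968 and 202 in Jaki. That rescaling moved the median log2 fold change of loci with a mean FPKM above 1 from −0.15 to 2.38 in DMSO and from −0.03 to 2.24 in Jaki, since the summed FPKM was higher in S1. For some genes and lists, the change between stages relative to these medians is given as well. Centring on the median instead gave 2012 rises and 698 falls in DMSO, or 74.2% rises against 54.1% without it, and quantile normalization gave 1058 and 633. In Jaki the share of rises went from 37.1% to 53.9% with centring and to 98.2% with rescaling to the same sum. Requiring a fold change above 1.62 left 1298 rises and 1106 falls in DMSO. By the rule for naming genes, the 3 largest rises in DMSO were Gm22721, mmu-mir-7061 and Mir92-2, and the 3 largest falls Gm26337, Gm24082 and Mir6236, all annotated as genes of microRNAs or a snoRNA, with Mir6236 also among the loci named here as rRNA. In Jaki they were Mir130b, Gm23637 and Gm27320, and AF357428, Rmst and Mir6236.

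**Figure D1:**
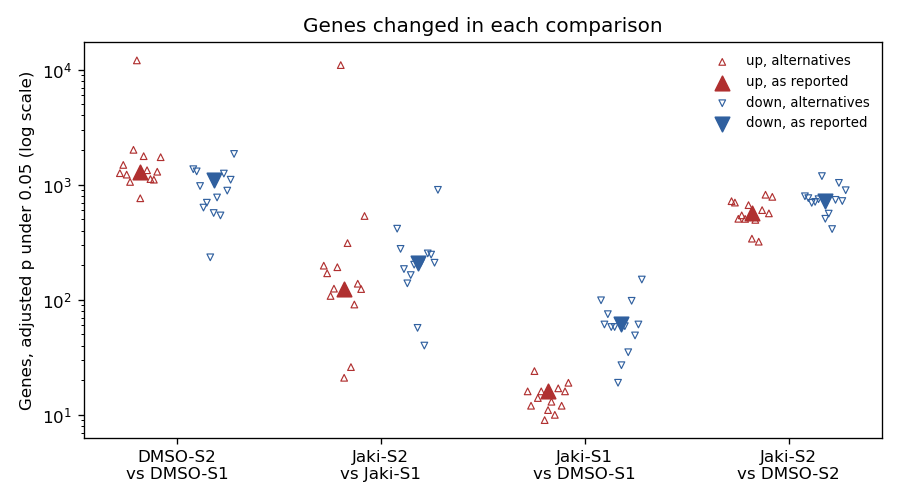
Number of loci past an adjusted p-value of 0.05 in each of the 4 comparisons (log axis), rises and falls apart. Filled points are the counts as reported, from 16 (rises, Jaki-S1 vs DMSO-S1) to 1303 (rises, DMSO-S2 vs DMSO-S1), and open points those under the alternatives, up to 12051.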

Out of the 13,547 genes detected, Cuffdiff analysis revealed the largest numbers of significantly up−/down-regulated genes (1500/1656, fold change > 1.62×) happened in Ctl reprogramming between S2 and S1 (Fig. 1e, Additional file 2). Whereas the smallest numbers of significantly up−/down-regulated genes (40/170) were found between the Jaki- and DMSO-treatment at S1, there are 969/781 up−/down-regulated DEGs identified at S2 (Fig. 1e, Additional file 2). 

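At S1, 16 loci were higher and 61 lower in Jaki than in DMSO, and at S2, 564 were higher and 722 lower. Fitted on their own 4 libraries these comparisons gave 0 loci, with 831 and 1219 at an unadjusted p-value under 0.05 at S1 and 2330 and 2735 at S2 (lowest adjusted p-values 0.1351 and 0.07049). At S1 the falls rose to 99 with a pseudocount of 0.1, and to 150 of the 16822 protein-coding and lincRNA genes, chosen after seeing the data. With rescaling to the same sum they were 19. At S2 array weights gave 819 and 1038. Of the 16 loci higher in Jaki-S1, 10 were shorter than 200 nucleotides, and 8 of these 10 had equal numbers of reads in both libraries, which leaves almost no spread. The 3 largest rises at S1 were Gm24575, Gm25953 and Gm26318 and the 3 largest falls Mir669k, Gm10139 and Prl7d1. At S2 they were Gm13193, Gm24082 and Mir130b, and AF357428, 2410141K09Rik and Gm10139. Among the 1750 genes of the study's own table for S2, 1693 were tested here, 1688 had the direction the study lists, 1530 with an unadjusted p-value under 0.05 and 647 with an adjusted one. For S1, 200 of 210 were tested, all 200 in the listed direction, 166 and 21 of them past these thresholds. The study called these genes on the same libraries, so that their direction here is not independent evidence.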

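Counts past a threshold at S1 and at S2 do not test whether the effect of Jaki differed between the stages, so that the difference was tested as an interaction in the same limma model. It passed an adjusted p-value of 0.05 for 107 loci, of which 56 had the higher Jaki effect at S2 and 51 the lower. For the 56, the median log2 fold change between Jaki and DMSO was −1.43 at S1 and 3.37 at S2, and 26 were also past the threshold at S1. For the 51 the medians were 0 and −5.18, with 41 past the threshold at S2 and 11 at S1, the latter all higher with Jaki. Of the 1286 loci changed at S2, 73 had an interaction past the threshold. Among the 722 lower at S2, 559 were also lower at S1, and among the 564 higher at S2, 389 were higher at S1. Of the 77 loci changed at S1, 20 were changed the same way at S2. Of the 51 with the lower Jaki effect at S2, the 11 past the threshold at S1 all had a mean FPKM under 1 in DMSO-S1, as did 30 of the 40 not past it. Of the 51, 28 were listed at 0 in all 4 S1 libraries, so that the fit could show no fall for these. Lin28a (chromosome 4 from 134003330 to 134018841) had 30.1 and 14.0 FPKM in DMSO-S1, 23.5 and 31.6 in Jaki-S1, 78.5 and 143 in DMSO-S2 and 0.0860 and 0.810 in Jaki-S2, with an interaction of −6.64 on the log2 scale (adjusted p = 0.025). From the numbers of genes at the stages, the paper proposes that JAK/STAT3 has the larger role in establishing pluripotency late in reprogramming.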

The sharp contrast in the numbers of DEGs at S1 and S2 between Jaki vs. DMSO-treatment supports the notion that JAK*/*STAT3 plays a more significant role for pluripotency establishment at late-reprogramming stage, and correlates with the previous reports that STAT3 functions for naïve-state induction from pre-iPSCs and primed-state epiblast stem cells, as well as for the self-renewal of ESCs [29, 34–36].

### JAK*/*STAT3 regulates specific biological events between the two reprogramming stages

We then asked how JAK*/*STAT3 signaling specifically regulates the reprogramming events. For all significantly upregulated DEGs from S1 to S2 in either Ctl- or Jaki-treatment, 351 were commonly upregulated under both treatments, 1149 were specifically upregulated in Ctl reprogramming, while 249 genes were upregulated only in Jaki-treatment (Fig. 2a–left). These common or specific DEGs were subject to gene ontology (GO) analysis using the DAVID platform [37], with similar GO-terms for biological processes (BPs, false discovery rate (FDR) < 0.05) grouped together to illustrate reprogramming events under these conditions (Additional file 3). 

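Of the loci past the threshold, 72 rose from S1 to S2 in both treatments, 1231 in DMSO only and 52 in Jaki only. Of the 1231, 957 also rose in Jaki without passing the threshold, with a median log2 fold change of 1.52 in DMSO and 0.60 in Jaki. The difference between the treatments, tested as the interaction, was past the threshold for 38 of them, and 8 fell past the threshold in Jaki. Of the 52, 15 also rose in DMSO and 12 had an interaction past the threshold. The number shared by both treatments moved most with rescaling to the same sum, to 9144, and was 0 when each comparison was fitted on its own 4 libraries. With no trend of the variance it was 38, and among protein-coding and lincRNA genes, a choice made after seeing the data, 344.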

Multiple upregulated events from S1 to S2 common for both Jaki- and Ctl-treatments were identified (Fig. 2b–left). These include the protein translation, redox process, nucleosome assembly/transcription regulation, and negative regulation of megakaryocyte differentiation. 

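The study lists the genes behind each process in its Additional file 3, and these lists were followed through the deposited FPKM. It chose the genes as changed in these same libraries, so that their direction here is not independent evidence for the change. Of the 78 genes listed for protein translation, 63 were past the threshold as higher in DMSO-S2 than DMSO-S1 and 17 as higher in Jaki-S2 than Jaki-S1, and adjusted over the list alone 73 in each treatment. Their median log2 fold change was 1.54 in DMSO and 1.17 in Jaki. For redox process, 16 of 31 passed in DMSO and 1 in Jaki (medians 1.26 and 1.10). Nucleosome assembly had 16 and 5 of 21 (medians 1.81 and 1.57). The list for megakaryocyte differentiation had 8 and 1 of 9 (medians 1.88 and 1.60). In Jaki, 28 of the redox genes, 21 of the nucleosome genes and all 9 of the third list passed when adjusted over the list alone. Of the 4 lists, 1 redox gene had no locus of its name and was not used here. For the 95 tested loci with an Rpl or Rps symbol, the median was 1.19 in DMSO and 0.92 in Jaki, with 53 and 13 past the threshold as higher, and 3 and 1 as lower. After rescaling to the same sum their median lay 1.78 above that of all genes in DMSO.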

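Among the tested loci, 61 had a Hist symbol of one of the histone gene clusters. From DMSO-S1 to DMSO-S2, 55 of the 61 rose and 24 passed the threshold, with a median log2 fold change of 1.37. In Jaki 58 rose and 5 passed, with a median of 1.18. After rescaling to the same sum the median in DMSO was 1.85 above that of all genes, and it was positive with every scaling tried. Transcripts of these genes are short, with lengths of 392 to 2161 nucleotides at the 10th and 90th percentiles of the 58 whose length is known. Other genes of that range of lengths had a median of 0.22 in DMSO and 0.21 in Jaki, against 1.49 and 1.2 for the 58.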

The latter two BPs are characterized by upregulation of genes from various histone subfamilies, including *H1H1*, *H2B1*, *H2B2*, *H3A1*, *H41*, and *H44* (Additional file 3). On the other hand, activation of events like mitotic cell cycle, spermatogenesis/meiotic cell cycle, and the DNA repair process that is intrinsically associated with different phases of cell cycle [38], are only observed in Ctl reprogramming (Fig. 2b–right, Additional file 3). 

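For the processes that the study lists for DMSO only, the genes of its Additional file 3 also rose in Jaki, by less. The 147 tested genes of mitotic cell cycle had a median log2 fold change of 1.32 in DMSO and 0.58 in Jaki. Of these, 145 rose in DMSO and 140 in Jaki, 87 and 1 past the threshold. For DNA repair, 74 and 68 of 75 rose, 37 and 1 past the threshold, with medians of 1.33 and 0.54. Meiotic cell cycle and spermatogenesis had 69 and 50 of 69 genes rising, 30 and 2 past the threshold (medians 1.48 and 0.34). Adjusted over each list alone, 137, 72 and 66 genes passed in DMSO, which is not independent evidence, as the study chose the lists on these libraries. The interaction between stage and treatment was lower in Jaki for 142, 73 and 68 of the genes, but passed the threshold for 0, 1 and 1 of them, and an unadjusted 0.05 for 48, 24 and 31. Adjusted over the list alone, it passed for 0, 1 and 7.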

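Of 38 genes listed in Additional file 3 for protein folding and sumoylation, 37 rose from DMSO-S1 to DMSO-S2 with a median log2 fold change of 1.27, 26 past the threshold. In Jaki 34 rose with a median of 0.58, with 0 past the threshold and 17 at an unadjusted p-value under 0.05. Fkbp4 (chromosome 6 from 128429735 to 128438677) had 84.2 and 73.9 FPKM in DMSO-S1 and 292 and 299 in DMSO-S2, a log2 fold change of 1.89 (standard error 0.22, adjusted p = 0.012), and 82.0 and 109.8 and then 152 and 115 FPKM in Jaki. Fkbp3 and Fkbp5 rose by 1.50 (adjusted p = 0.032) and 1.60 (adjusted p = 0.013). Fkbp6 went from 2.14 and 2.56 FPKM to 10.8 and 11.3, a log2 fold change of 1.85 (adjusted p = 0.022), and in Jaki was listed at 0 in 3 of 4 libraries. Fkbp11 rose by 1.58 (adjusted p = 0.061), short of the threshold. Over the 14 tested Fkbp genes the median was 0.51, with 9 higher and 5 lower, 4 and 1 of them past the threshold. Of the Cct genes, Cct3 (chromosome 3 from 88297116 to 88321767) went from 214 and 227 to 675 and 838 FPKM, a log2 fold change of 1.76 (standard error 0.23, adjusted p = 0.014). Cct2, Cct4 and Cct7 rose by 1.19 (adjusted p = 0.021), 0.96 (adjusted p = 0.047) and 1.03 (adjusted p = 0.041). Cct6a had 8175 and 6328 FPKM in DMSO-S1 and 7026 and 3329 in DMSO-S2, a log2 fold change of −0.57 (adjusted p = 0.39). Quantile normalization turned it to 0.74 and rescaling to the same sum to 2.41, which is 0.03 above the median of all genes. Sumo2 rose from 85.7 and 111 to 238 and 236 FPKM, a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.025). Pias2, with 1.17 (adjusted p = 0.052), did not pass the threshold. The interaction of stage and treatment was not past the threshold for any of these 12 genes, with adjusted p-values between 0.16 and 0.86.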

The protein modification processes were also upregulated in Ctl reprogramming, and over-represented by DEGs either for protein folding, such as the *FKBP* family (*FKBP3–6*, *− 11*) and the *CCT* family (*CCT2–4*, *−6A*, − *7*) [39, 40], or for protein sumoylation, such as *Sumo1*, *Sumo2*, and the E3 SUMO-protein ligase *Pias2* [41] (Fig. 2b–right, Additional file 3). However, no significant GO-term was found from the 249 up-regulated DEGs under Jaki-treatment (Fig. 2a–left, and data not shown).

**Fig. 2:**
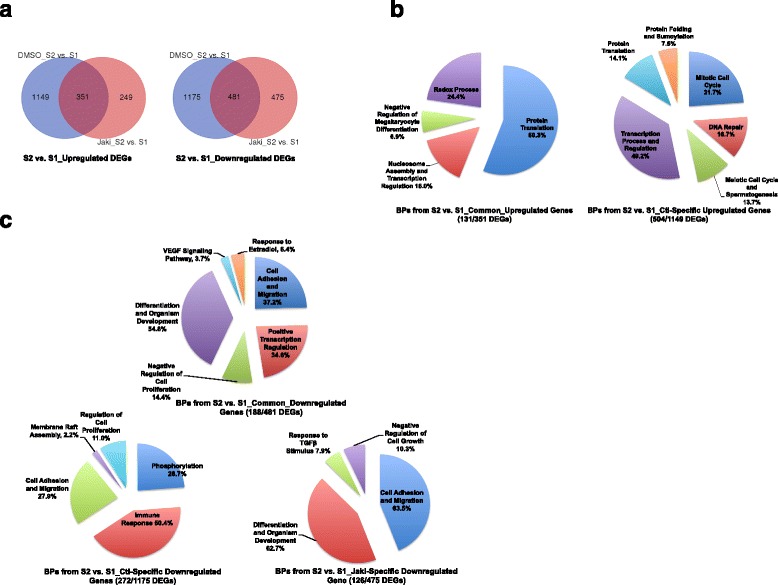
JAK*/*STAT3 Regulates Specific Biological Events in Reprogramming. **a** Venn Diagrams for common or specific up- (left) or down- (right) regulated DEGs between S1 and S2 under either DMSO or Jaki condition. **b** Pie charts for summarized GO-terms using DEGs upregulated commonly between S2 and S1 (left), or upregulated in Ctl reprogramming only (Ctl-specific) (right). The number of DEGs with GO terms vs. the total number of DEGs under each comparison was shown under each chart. **c** Pie charts for summarized GO-terms using DEGs downregulated commonly between S2 and S1 (top), downregulated in Ctl reprogramming only (lower left), or in Jaki-specific (lower right) condition. The number of DEGs with GO terms vs. the total number of DEGs under each comparison was shown under each chart

For all significantly downregulated DEGs between S2 and S1 reprogrammed cells, 481 genes were commonly downregulated in both Ctl- and Jaki-treatments, while 1175 and 475 genes were specifically downregulated in Ctl- or Jaki-treatment, respectively (Fig. 2a–right, Additional file 3). 

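Falls past the threshold from S1 to S2 were shared by both treatments for 94 loci, and found in DMSO only for 1013 and in Jaki only for 116. Of the 1013, 787 also fell in Jaki, with medians of −1.94 in DMSO and −0.45 in Jaki, and 47 had an interaction past the threshold. Of the 116, 94 also fell in DMSO and 21 had an interaction past the threshold. In Jaki 4 of the loci rose past it. A pseudocount of 0.1 raised the shared falls to 163, rescaling to the same sum lowered them to 46, and the fits on the 4 compared libraries left 0.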

GO-analysis of those groups of DEGs revealed commonly downregulated biological events from S1 to S2 reprogramming in both Ctl- and Jaki-treatments (Fig. 2c–top). These include cell adhesion and migration, positive regulation of transcription, cell differentiation such as endo−/meso-dermal development, VEGF signaling, response to estradiol, and cell proliferation. However, the downregulation of cellular immune response and protein phosphorylation process from S1 to S2 can only be observed in Ctl- but not Jaki-treatment (Fig. 2c–lower left and right, Additional file 3). Thus, these data reveal that multiple biological events associated with undisturbed JAK*/*STAT3 signaling happen during reprogramming. These include the upregulation of gametogenesis, meiotic/mitotic cell cycle, and protein modification including protein folding and sumoylation, and downregulation of immune responses and protein phosphorylation.

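The genes that Additional file 3 lists for these processes fell in both treatments, with exceptions only among those for positive regulation of transcription. For cell adhesion and migration, all 70 fell, with medians of −1.58 in DMSO and −2.06 in Jaki, 23 and 13 past the threshold. For positive regulation of transcription, 62 and 63 of 64 fell (medians −1.44 and −1.54), 29 and 10 past the threshold. All 103 genes of cell differentiation fell, 42 and 21 past the threshold, with medians of −1.65 and −1.76. Of 7 genes for VEGF signaling 2 and 3 passed, of 27 for cell proliferation 6 and 6, and of 12 for response to estradiol 6 in DMSO and 0 in Jaki, where 11 were under an unadjusted p-value of 0.05 and 10 passed adjusted over the list alone. Adjusted in that way, 49 and 66 of the adhesion genes passed, which is not independent evidence, as the study drew the lists from these libraries. After rescaling to the same sum, the medians of the 6 lists in DMSO lay between −1.58 and −0.94 relative to the median of all genes.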

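Of 134 tested genes listed for immune response, all fell from DMSO-S1 to DMSO-S2 (median log2 fold change −1.78) and 50 passed the threshold. From Jaki-S1 to Jaki-S2, 95 fell with a median of −0.34, and 0 passed (22 at an unadjusted p-value under 0.05), also adjusted over the list alone. Of 68 genes for protein phosphorylation, 66 fell in DMSO (median −1.48), 27 past the threshold, and 46 in Jaki (median −0.28), 0 past it and 9 unadjusted. The interaction was positive for 122 of the immune and 65 of the phosphorylation genes. It passed the threshold for 0 and 0, at an unadjusted p-value under 0.05 for 64 and 30, and for 35 and 17 adjusted over each list alone, lists that the study chose from these libraries, so that this is not independent evidence. Rescaling to the same sum put the medians of the immune genes at −2.09 relative to all genes in DMSO and −0.60 in Jaki, and those of the phosphorylation genes at −1.29 and −0.02. At S1 itself the immune genes were lower in Jaki than in DMSO, with a median of −0.56 and 113 of 134 lower. At S2 their median was 0.31. From the processes found in one treatment and not in the other, the paper concludes that events of gametogenesis, cell cycle, protein modification, immune response and phosphorylation are associated with undisturbed JAK/STAT3 signaling.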

### JAK*/*STAT3 is critical for activation of gametogenesis and meiotic cell cycle event genes in reprogramming

To further evaluate the biological events in reprogramming that are JAK*/*STAT3-specific, we compared the DEGs between Jaki- and Ctl-treatments at the same reprogramming stage. As there are limited numbers of significant DEGs identified at S1 (Fig. 1e), we focused on analyzing the DEGs at S2 between Ctl- and Jaki-treatments. 

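Between Jaki-S2 and DMSO-S2, 564 loci were higher in Jaki. Additional file 4 lists 58 genes for its only term among the study's higher genes, a term for negative regulation of transcription, and 57 of them were tested. Of the 57, 56 were higher in Jaki-S2, with a median log2 fold change of 1.28. The threshold was passed by 17, and by 48 adjusted over the list alone, which is not independent evidence because the study took the genes from this comparison. From DMSO-S1 to DMSO-S2 51 of the same genes fell, with a median of −1.03, and at S1 their median between Jaki and DMSO was 0.19.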

Surprisingly, out of the 969 upregulated genes between these two conditions at S2 (Fig. 1e), only one significant GO-term was identified - negative regulation of RNA polymerase II promoter activity (Additional file 4). 

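The 722 loci lower in Jaki-S2 than in DMSO-S2 include genes of 9 terms of Additional file 4. For stem cell maintenance all 15 listed genes were lower, 13 past the threshold, with a median log2 fold change of −2.85. For spermatogenesis 16 of 35 passed (median −2.19), and for meiotic cell cycle 8 of 15 (median −2.69). For DNA damage response 12 of 35 passed (median −1.31) and for DNA repair 9 of 28 (median −1.30). Cell cycle had 16 of 44 (median −1.33) and DNA replication 2 of 16 (median −1.14). For regulation of transcription, 25 of 52 passed, and for regulation of gene expression 11 of 27, with medians of −1.81 and −2.17. All genes of the 9 lists were lower in Jaki-S2 apart from 1 for regulation of transcription. Adjusted over each list alone, all genes passed for stem cell maintenance, meiotic cell cycle, DNA replication and regulation of gene expression, and 48 of 52 for regulation of transcription, which is not independent evidence, as the lists were drawn from this comparison. At S1 14 of the stem cell genes were lower in Jaki with a median of −1.11, whereas the DNA replication genes had a median of 0.04.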

On the contrary, GO-analysis to downregulated genes between Ctl- and Jaki-treatments at S2 revealed significant BPs that fall into five categories: cell cycle and DNA replication, meiotic cell cycle and spermatogenesis, DNA damage response and repair, regulation of gene expression, and stem cell maintenance (Fig. 3a, Additional file 4). Interestingly, the first three categories of events downregulated here were also upregulated from S1 to S2 in Ctl reprogramming (Fig. 2b–right). We wondered whether this indicates an up- or down-regulation of the same group of genes during the Ctl S1 to S2 reprogramming or in Jaki- vs. Ctl-treatment at S2, respectively. 

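In all, 354 loci were past the threshold both as higher in DMSO-S2 than DMSO-S1 and as lower in Jaki-S2 than DMSO-S2. Both comparisons use the DMSO-S2 libraries, so that noise in these would push their fold changes in opposite directions. Across the 24861 loci, the fold changes had a Pearson's r of −0.53. In 100 simulations with the same variances and no change between groups, the median r was −0.50 (−0.54 to −0.46). Opposite signs were found for 62.47% of the loci, and for 65.9% to 67.5% in the simulations. A locus listed at 0 in both compared groups has a fold change of 0 and counts as not opposite. The simulated values hold no such loci, so that these percentages cannot be set against each other. At an unadjusted p-value under 0.05 the overlap was 1337 loci, against a median of 154 (130 to 182), where 3085 and 2568 loci passed in the single comparisons, against medians of 596 and 602. With 1 DMSO-S2 library in one comparison and the other in the second, so that none was shared, r was −0.29. The overlap moved most with rescaling to the same sum, to 1148 loci, and was 0 with each comparison fitted on its own 4 libraries.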

In fact, comparing the DEGs listed in each category revealed a significant portion of overlapped genes upregulated from S1 to S2 in Ctl reprogramming but downregulated by Jaki-treatment at S2 (Fig. 3b, Additional file 5). For example, out of the 69 meiosis and spermatogenesis-relevant genes upregulated in Ctl reprogramming, 29 (such as *Text19.1*, *Mael*, and *Syce1/2* [42–45]) were downregulated at S2 by Jaki-treatment (Fig. 3b–upper left, Table 1). 

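Of 69 meiosis and spermatogenesis genes that Additional file 5 lists as higher in DMSO-S2, all rose here and 30 passed the threshold, and 61 were lower in Jaki-S2 than DMSO-S2, 22 past it. Both thresholds were passed by 13. For the 29 genes of Table 1, 12 and 14 passed in the 2 comparisons and 8 in both, with medians of 1.78 and −2.19. Adjusted over the list alone, 28 passed in each, which is not independent evidence, since the study selected the list by these changes. Rescaling to the same sum moved the first count to 29. Tex19.1 (chromosome 11 from 121146143 to 121148319) had 13.6 and 11.4 FPKM in DMSO-S1 and 66.1 and 72.3 in DMSO-S2, a log2 fold change of 2.38 (standard error 0.47, adjusted p = 0.034). In Jaki it had 0.582 and 0 at S1 and 28.7 and 11.2 at S2, and −1.89 (adjusted p = 0.084) against DMSO-S2. Mael (chromosome 1 from 166201201 to 166238747) went from 4.24 and 2.42 to 22.9 and 18.3 FPKM in DMSO, a log2 fold change of 2.34 (adjusted p = 0.019), and was listed at 0 in all 4 Jaki libraries. Syce1 had 1.81 and 0.689 and then 5.59 and 5.59 FPKM in DMSO and was likewise listed at 0 with Jaki. Syce2 (chromosome 8 from 84872111 to 84888221) rose from DMSO-S1 to DMSO-S2 (1.98, adjusted p = 0.01), and had 31.2 and 23.4 in Jaki-S2, a log2 fold change of −2.26 (standard error 0.22, adjusted p = 0.006) from DMSO-S2. Uba1y and D1Pas1 are also on the list. Uba1y had 10.6 and 5.53 FPKM in DMSO-S2 and 0.990 and 0.819 in Jaki-S2, while D1Pas1 had 1.56 and 4.79 and was listed at 0 with Jaki.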

Similar cases were found for the genes regulating mitosis (34 out 160, such as *Aurka*, *Cdc6*, and *Ccne1* [46, 47]), and DNA damage response and repair process (27 out of 84, such as *Rad51c*, *Mcm10*, and *Brca2* [48–50]), which were upregulated in Ctl reprogramming from S1 to S2, but downregulated by Jaki-treatment at S2 (Fig. 3b–upper right and bottom, Table 1). In addition, our RNA-seq analysis identified 35 and 130 genes at S1 and S2, respectively, which were detectable exclusively in Ctl reprogramming but absent under Jaki-treatment (Fig. 3c). 

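Of 159 tested mitotic genes of Additional file 5, 94 passed the threshold as higher in DMSO-S2, and of 84 DNA repair genes 42. The 34 mitotic genes of Table 1 had a median log2 fold change of 1.63 from DMSO-S1 to DMSO-S2 and −1.20 between Jaki-S2 and DMSO-S2, with 25 and 9 past the threshold and 8 past both. Adjusted over the list alone they were 32 and 33, again not independent evidence. For the 27 DNA repair genes of Table 1, the medians were 1.50 and −1.30, and 16 and 8 passed, 8 in both. Array weights moved the latter count to 13. Aurka (chromosome 2 from 172356190 to 172370535) rose from 36.2 and 28.6 to 102 and 109.7 FPKM in DMSO, a log2 fold change of 1.69 (standard error 0.20, adjusted p = 0.013), and had 59.7 and 51.6 in Jaki-S2, −0.92 (adjusted p = 0.062). Cdc6 had log2 fold changes of 1.95 (adjusted p = 0.032) and −1.15 (adjusted p = 0.16), and its Jaki-S2 libraries differed, at 22.6 and 10.6 FPKM. Ccne1 (chromosome 7 from 38097984 to 38107534) went from 37.0 and 27.4 to 139 and 201 FPKM (2.36, adjusted p = 0.015) and was at 49.6 and 29.9 in Jaki-S2 (−2.09, adjusted p = 0.021). Rad51c rose by 1.45 (adjusted p = 0.052) and had −1.30 (adjusted p = 0.097) between Jaki-S2 and DMSO-S2. For Mcm10 these values were 1.59 (adjusted p = 0.03) and −1.24 (adjusted p = 0.072). Brca2 had 17.5 and 5.85 FPKM in DMSO-S1, 28.7 and 26.5 in DMSO-S2 and 16.0 and 19.0 in Jaki-S2, with log2 fold changes of 1.34 (adjusted p = 0.12) and −0.63 (adjusted p = 0.54). Without DMSO-S1 replicate 1 its first fold change was 2.06, and without replicate 2 0.62.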

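Counted over the tested loci, 616 were above 0 in both DMSO-S1 libraries and at 0 in both Jaki-S1 libraries, 258 of them protein-coding genes. At S2 the count was 972, with 485 protein-coding genes. The other way, 209 loci were above 0 in Jaki only at S1 and 645 at S2. Where presence meant a mean FPKM above 1 in place of both libraries above 0, the 4 counts were 848, 852, 577 and 640. Leaving out 1 library raised the count at S1 to between 1135 (without DMSO-S1 replicate 1) and 1349 (without Jaki-S1 replicate 1), and that at S2 to between 1437 (without Jaki-S2 replicate 2) and 1785 (without Jaki-S2 replicate 1). The counts for Jaki then ran from 582 (without Jaki-S1 replicate 1) to 787 (without Jaki-S1 replicate 2) at S1, and from 1109 (without Jaki-S2 replicate 1) to 1421 (without DMSO-S2 replicate 2) at S2. A listed 0 is not by itself evidence of absence, since loci at 0 in 1 library and above 20 FPKM in the other replicate numbered 476 in DMSO-S1, 491 in Jaki-S1, 349 in DMSO-S2 and 343 in Jaki-S2. Of the study's 35 genes for DMSO-S1 in Additional file 6, 33 have a row of their name and all 33 were at 0 in Jaki-S1. Of its 130 for DMSO-S2, 127 have one and 124 of these were at 0 in both Jaki-S2 libraries. For Jaki-S2 it lists 24, of which 23 have one and 21 were at 0 in DMSO-S2.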

GO analysis of these two groups of genes also identified similar biological events including meiosis, spermatogenesis, and oogenesis (Fig. 3c, Additional file 6). Some of these JAK*/*STAT3-dependent genes identified such as *Stra8*, *Mael*, and *Sohlh2* are essential for the proper differentiation of germline stem cells (GSCs) both in drosophila and mammals [51–54].

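Stra8 (chromosome 6 from 34920163 to 34939344) had 6.85 and 14.2 FPKM in DMSO-S1 and 16.2 and 7.63 in DMSO-S2, and was listed at 0 in all 4 Jaki libraries, with a limit of 0.541 FPKM in Jaki-S1 and 0.348 in Jaki-S2 at 3 reads. For Mael the limits were 0.577 and 0.371. Sohlh2 (chromosome 3 from 55182028 to 55209957) had 3.69 and 3.51 and then 27.2 and 9.42 FPKM in DMSO and was at 0 with Jaki, with limits of 0.413 and 0.266. All 3 genes were thus above the limit in every DMSO library at both stages, and the 2 DMSO-S2 libraries of Sohlh2 differed by more than those of Mael. The paper draws on the genes lower with Jaki, those found only with DMSO and the binding of STAT3 in earlier data. It takes these as a strong indication that JAK/STAT3 has a specific role in activating genes of gametogenesis and of the meiotic and mitotic cell cycle.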

**Fig. 3:**
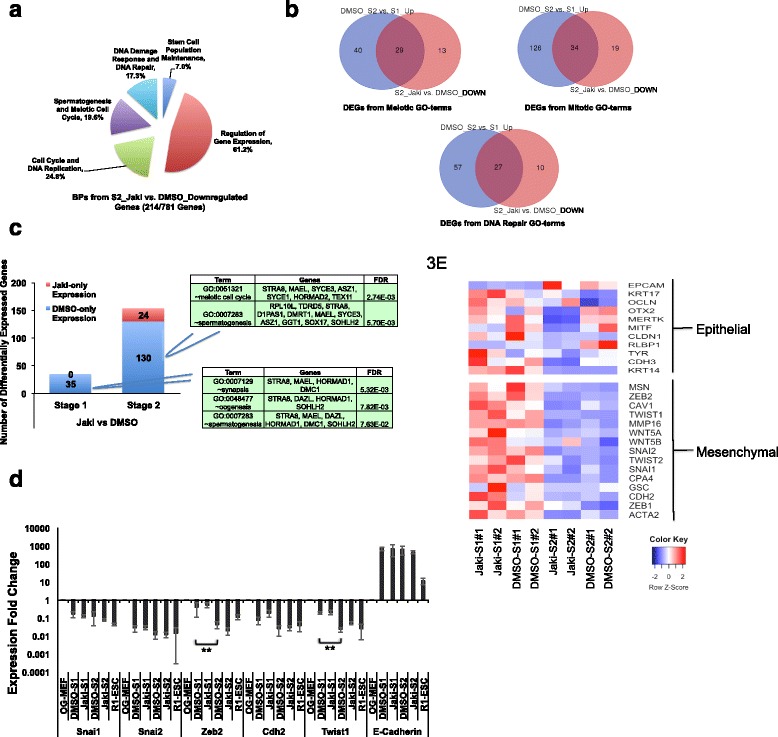
JAK*/*STAT3 Signaling Controls the Activation of Key Genes for Germ Cell Development but Not Initial MET Transition in Reprogramming. **a** Pie charts for summarized GO-terms using DEGs downregulated between Ctl and Jaki treatments at S2. The number of DEGs with GO terms vs. the total number of DEGs was shown under the chart. **b** Venn Diagrams for DEGs from specific GO-terms upregulated from S1 to S2 under Ctl reprogramming condition but downregulated at S2 by Jaki-treatment compared with the Ctl. Upper left: DEGs from meiotic GO-terms, upper right: DEGs from mitotic GO-terms, bottom: DEGs from DNA damage/repair GO-terms. **c** Number of genes detected exclusively under either DMSO or Jaki treatment at S1 and S2 and their relevant GO-terms (FDR < 0.1). **d** qPCR analysis for MET markers to reprogrammed cells collected at two different reprogramming conditions and stages, with the expression in non-reprogrammed OG-MEFs set as the control. Bars represent mean ± SD from three independent biological repeats. **: *p* < 0.01. **e** Heatmap of FPKM values of core epithelial/mesenchymal marker genes inreprogrammed cells at two different stages and conditions. The relative abundance is represented by color (blue, lower abundance; red, higher abundance), as indicated by the color key

**Table 1:** Common Genes from Three Categories of Biological Processes Upregulated from S1 to S2 in Ctl Reprogramming but Downregulated at S2 by Jaki-Treatment Compared with the DMSO Ctl

GO-Biological Processes		
Spermatogenesis and Meiotic Cell Cycle	Mitotic Cell Cycle	DNA Damage and Repair
*Aurka*	*Aurka*	*Ash2l*
***Brca2***	*Blm*	*Blm*
*Ccnb1*	***Brca2***	***Brca2***
***D1Pas1***	*Bub1*	***Cdc5l***
***Dmrt1***	*Ccnb1*	***Chaf1b***
*Dnmt3a*	***Ccne1***	***Chek2***
***Dnmt3l***	***Ccnf***	***Dna2***
*Herc4*	***Cdc5l***	***Eef1e1***
***Hist1h1t***	***Cdc6***	*Fanci*
*Hsf2*	***Chaf1b***	***Fancm***
*Hsf2bp*	***Chek2***	***Mael***
***Mael***	***Dna2***	*Mcm10*
*Rad51c*	*Esco2*	*Rad17*
*Rpl10l*	*Fanci*	*Rad51c*
*Setx*	*Ing5*	*Rnf138*
*Sirt1*	*Kif20b*	*Setx*
*Sohlh2*	***Kif2c***	***Sgk1***
*Sox17*	*Mcm10*	*Sirt1*
*Syce1*	*Mcm2*	***Smarcad1***
***Syce2***	*Mcm4*	*Tex15*
*Sycp1*	***Mybl2***	*Ticrr*
***Tcfl5***	***Nasp***	*Tipin*
*Tdrd12*	*Nol8*	***Trim28***
*Tex11*	*Nup37*	*Ube2t*
*Tex15*	*Orc6*	*Ung*
*Tex19.1*	*Rad17*	*Usp28*
*Tex40*	*Ska1*	***Usp7***
***Tyro3***	*Spc25*	*–*
*Uba1y*	*Ssbp1*	*–*
*–*	*Syce1*	*–*
*–*	***Syce2***	*–*
*–*	*Sycp1*	*–*
*–*	*Ticrr*	*–*
*–*	*Tipin*	*–*

*GO* Gene Ontology Analysis. The STAT3 Direct Targets Are Marked with bold

Previous study in mouse ESCs using chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq) has identified thousands of gene loci directly bound by STAT3 [55]. We therefore asked whether the JAK*/*STAT3-dependent genes in reprogramming are directly targeted by STAT3, by comparing our data with the processed STAT3 ChIP-seq data [55], and with some additional STAT3 targets from re-analysis [35]. We found that more than 1/3 of the JAK*/*STAT3-dependent spermatogenesis/DNA repair genes upregulated in reprogramming are bound by STAT3, such as *Brca2*, *Mael*, *Dmrt1*, *Chek2*, etc., so is the case for nearly 1/3 of the upregulated mitotic cell cycle-associated genes such as *Ccne1*, *Mybl2*, *Cdc6*, etc. (Table 1). Taken together, these data strongly indicate a specific role by JAK*/*STAT3 to activate genes regulating gametogenesis, meiotic, and mitotic cell cycle events in reprogramming.

### JAK*/*STAT3 activity does not affect mesenchymal to epithelial transition in reprogramming

Blocking the MET process during reprogramming inhibits the induction of SSEA-1+ or *Oct4*-GFP+ colonies [2, 3]. Interestingly, it has been shown that in carcinogenesis STAT3 stimulates epithelial to mesenchymal transition, an opposite process of MET, by upregulating key mesenchymal genes *Snai1*, *Snai2*, and *Twist* [56]. We wondered whether blocking STAT3 signaling might negatively impact the MET progress in reprogramming. Quantitative PCR (qPCR) analysis for MET marker genes revealed that compared to non-reprogrammed OG-MEFs, both S1 and S2 cells showed significant downregulation of mesenchymal markers including *Snai1*, *Snai2*, *Cdh2*, *Twist1*, and drastic upregulation of epithelial marker *E-cadherin*/*Cdh1*(Fig. 3d). However, Jaki-treatment at either stage had no obvious effect on the expression of these genes (Fig. 3d). This indicates a successful MET transition in reprogramming regardless of disturbed JAK*/*STAT3 activity. However, two mesenchymal markers (*Zeb2* and *Twsit1*) in Ctl reprogramming condition were further downregulated at S2 than at S1 (Fig. 3d). We then explored the reported core mesenchymal and epithelial genes [57, 58] detected in our RNA-seq. 

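The 15 mesenchymal genes of Fig. 3e all fell from S1 to S2 in both treatments, with a median log2 fold change of −1.21 in DMSO and −1.58 in Jaki (−1.07 and −1.46 with genes at or under 3 reads set to that limit). The threshold was passed by 4 and 3 of them, and by 9 and 11 adjusted over the list alone. Zeb2 (chromosome 2 from 44983632 to 45117395) had 32.0 and 57.8 FPKM in DMSO-S1 and 6.22 and 7.25 in DMSO-S2, and 32.0 and 49.6 and then 1.92 and 1.91 in Jaki. Twist1 went from 7.06 and 4.45 to 0.511 and 0.554 in DMSO and from 9.74 and 7.12 to 1.23 and 1.23 in Jaki. For Snai2 the values were 2.81 and 2.02 and then 0.0988 and 0.428 in DMSO, and 2.95 and 2.45 and then 0.365 and 0 in Jaki. For Zeb2 and Twist1 the stages differed by more than the replicates in both treatments. Rescaling to the same sum turned the medians to 1.03 and 0.11, which lie −1.35 and −2.12 from the median of all genes, with all 15 below it. A list of 12 fibroblast markers, written before the data were seen, fell with medians of −1.06 and −1.52.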

We found that many of these mesenchyme-associated genes were downregulated from S1 to S2 in both Ctl and Jaki-treatment (Fig. 3e). 

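The 11 epithelial genes of Fig. 3e had a median of −0.22 from DMSO-S1 to DMSO-S2, with 4 higher and 7 lower. This direction depended on the scaling: the median was 0.28 with quantile normalization (7 higher), 0.04 with median centring (6 higher), 0.08 with length correction (6 higher) and 2.15 with rescaling to the same sum (9 higher). Relative to the median of all genes it was −0.08 as reported, and 0.28, −0.08, −0.01 and −0.23 with these settings. One passed the threshold as higher and 2 as lower. Epcam (chromosome 17 from 87635979 to 87651129) rose from 59.5 and 63.9 to 109 and 137 FPKM, a log2 fold change of 0.97 (standard error 0.34, adjusted p = 0.13). Rlbp1 (chromosome 7 from 79374870 to 79387048) rose from 0.446 and 0.452 to 3.30 and 1.80 FPKM, 1.26 (adjusted p = 0.045). Krt14 (chromosome 11 from 100203162 to 100207548) fell from 7.43 and 16.4 to 0.393 and 0.340 FPKM, a log2 fold change of −3.15 (standard error 0.45, adjusted p = 0.017). Krt17 (chromosome 11 from 100256217 to 100261029) fell from 11.0 and 19.6 to 4.29 and 2.09, −1.96 (adjusted p = 0.046). Ocln (chromosome 13 from 100496507 to 100552718) had 12.4 and 16.0 and then 8.07 and 5.52 FPKM, −0.97 (adjusted p = 0.12). With rescaling to the same sum Krt17 turned to 0.62 and Ocln to 1.78, which relative to the median of all genes are −1.76 and −0.60, against −1.81 and −0.82 without it. Krt14 was at −1.44 with that rescaling, no longer past the threshold, and −3.83 relative to all genes.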

The expression changes of core epithelial genes from S1 to S2 are more complicated, with some epithelial markers upregulated from S1 to S2 in Ctl reprogramming (such as *Epcam* and *Rlbp1*), while some others (such as *Krt14*, *− 17*, and *Ocln*) downregulated (Fig. 3e). These are in agreement with the previous reports that activation of *Epcam* is a marker for complete pluripotency at late-reprogramming stage [4], whereas both *Krt14* and − *17* are highly expressed at intermediate-stage but downregulated at late-reprogramming stage [9]. Blocking JAK*/*STAT3 activity resulted in downregulation of some epithelial markers at S2 including *Otx2*, *Mertk*, *Mift*, and *Rlbp1*, compared with the Ctl (Fig. 3e). Thus, these data show that JAK*/*STAT3 activity does not negatively impact the initial MET process in reprogramming. 

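Otx2 (chromosome 14 from 48657677 to 48673819) had 30.8 and 26.9 FPKM in DMSO-S2 and 0.823 and 0 in Jaki-S2, a log2 fold change of −4.46 (standard error 0.63, adjusted p = 0.017), and at S1 23.8 and 6.22 in DMSO and 19.7 and 29.1 in Jaki. Mertk (chromosome 2 from 128698956 to 128802894) had 3.44 and 3.34 and 0.473 and 0.304 FPKM at S2, −1.66 (adjusted p = 0.063). Mitf (chromosome 6 from 97807052 to 98021349) had 4.63 and 1.80 and 0.278 and 0.167, −1.70 (adjusted p = 0.089). For Rlbp1 the FPKM were 3.30 and 1.80 in DMSO-S2 and 0.209 and 0 in Jaki-S2, in the second of which 3 reads correspond to 0.293, and the log2 fold change was −1.66 (adjusted p = 0.029). All 4 were lower in both Jaki-S2 libraries than in either DMSO-S2 library. Over the 11 epithelial genes, 7 were lower and 2 passed the threshold, 5 adjusted over the list alone. The other 4 were higher, 0 past the threshold (2 unadjusted) and 2 adjusted over the list alone.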

On the contrary, it stimulates the expression of some epithelial markers at late-stage reprogramming. In addition, our data also indicate that the expression of many core mesenchymal genes is further downregulated in late-reprogramming stage (Fig. 3d, e). This may be important for the stabilization of the reprogrammed iPSC state.

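Between Jaki and DMSO the 15 mesenchymal genes had a median of 0.17 at S1 and −0.10 at S2, with 0 past the threshold at either stage (2 higher and 0 lower at S1, and 1 and 3 at S2, at an unadjusted p-value under 0.05). The interaction of stage and treatment passed for 0 of them over all genes, for 3 unadjusted and for 1 adjusted over the list alone. The paper's qPCR against fibroblasts that were not reprogrammed showed no obvious change of the markers with Jaki. From this and the RNA-seq values, it concludes that JAK/STAT3 does not hinder the initial mesenchymal to epithelial transition. From the epithelial genes lower with Jaki at S2, it concludes that JAK/STAT3 stimulates some epithelial markers late in reprogramming.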

### JAK*/*STAT3 signaling regulates proper activation of the *Dlk1-Dio3* imprinted region and key pluripotent genes

The activation of maternally expressed lincRNA cluster *Gtl2-Rian-Mirg* in the *Dlk1-Dio3* imprinted region is essential for full pluripotency establishment [15–17] (Additional file 1). We wondered whether JAK*/*STAT3 regulates the imprinting of the *Dlk1-Dio3* region and *Gtl2-Rian-Mirg* lincRNA expression. 

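Of the tested loci, 1010 match lincRNA genes of the annotation, and 72 of these passed the threshold in at least 1 comparison. From DMSO-S1 to DMSO-S2, 23 rose and 29 fell, and from Jaki-S1 to Jaki-S2, 1 and 8. Between Jaki and DMSO 1 was higher and 1 lower at S1, and 1 and 31 at S2. The symbols of Table 2 were followed as the study groups them. Of those it lists as changed in DMSO, 12 rising ones were tested and all rose (median log2 fold change 1.71, 6 past the threshold), and 13 falling ones all fell (median −1.52, 3 past it). Mirg, among the 12, rose only within its replicate spread, and its mean FPKM was higher in DMSO-S1 than in DMSO-S2. Of those listed for Jaki, all 5 rising ones rose (median 1.2, 0 past the threshold and 5 unadjusted) and all 8 falling ones fell (median −1.99, 2 past it). The 5 listed as lower in Jaki-S1 had a median of −2.51 (−1.75 with genes under 3 reads set to the limit), with 0 past the threshold and 5 unadjusted. Adjusted over the list alone, 10, 12, 5, 8 and 5 passed, which is not independent evidence, as Table 2 was made from these libraries. The symbols Neat1, Mirt1, Kis2, Mir17hg and Gm42418 of Table 2 were not analysed here.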

60 lincRNAs with significant expression changes were identified by our RNA-seq analysis (Table 2). We found both *Gtl2* (also known as *Meg3*) and *Mirg* are among the 25 lincRNAs downregulated at S2 in Jaki-treatment compared with the Ctl (Fig. 4a, Table 2). qPCR analysis confirmed this finding and further revealed that all three maternally expressed lincRNAs in the *Dlk1-Dio3* region were indeed downregulated at S2 by Jaki-treatment (Fig. 4b). 

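The 25 lincRNAs that Table 2 lists as lower in Jaki-S2 were all lower here, with a median of −2.13 (−1.98 with genes under 3 reads at the limit). Of them 14 passed the threshold, and 20 adjusted over the list alone, a list taken from the same comparison and so not independent evidence. Of the 8 listed as higher, 6 were tested and all were higher (median 1.42), with 0 past the threshold and 5 unadjusted. Meg3 (chromosome 12 from 109541001 to 109571726) had 86.5 and 62.9 FPKM in DMSO-S1, 68.2 and 87.5 in Jaki-S1, 12.5 and 44.5 in DMSO-S2 and 4.95 and 12.2 in Jaki-S2. At S2 its log2 fold change between Jaki and DMSO was −1.48 (standard error 0.64, adjusted p = 0.28), and −2.36 to −0.61 with 1 library left out, and the lower DMSO-S2 library lay close to the higher Jaki-S2 library. Mirg (chromosome 12 from 109729764 to 109749460) had 40.8 and 119 FPKM in DMSO-S2 and 15.3 and 10.9 in Jaki-S2, a log2 fold change of −2.34 (adjusted p = 0.42). At S1 its DMSO libraries differed widely, at 293 and 14.0. Rtl1, expressed from the other parental chromosome of the same region, had 2.76 and 9.67 and 2.71 and 1.32 FPKM at S2, −1.11 (adjusted p = 0.44). Over the 5 tested genes of the region the median was −1.11, all lower in Jaki-S2, with 0 past the threshold and 0 unadjusted. Rian was not analysed here.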

Interestingly, examining the STAT3 ChIP-seq data also revealed the *Gtl2/Meg3* gene as a direct target of STAT3 [35, 55] (Table 2).

**Table 2:** lincRNAs with Significant Expression Changes as Determined by RNA-seq Analysis

Jaki-S2 vs. DMSO-S2		Jaki-S1 vs. DMSO-S1		DMSO-S2 vs. DMSO-S1		Jaki-S2 vs. Jaki-S1	
Up	Down	Up	Down	Up	Down	Up	Down
B230217O12Rik	*H19*	–	*H19*	2310031A07Rik	*H19*	2810429I04Rik	*H19*
*Cep83os*	1700001L05Rik	–	Gm26809	2810429I04Rik	1500026H17Rik	4732463B04Rik	3300005D01Rik
Gm15675	1700018B24Rik	–	*Lncenc1*	Epb41l4aos	1600025M17Rik	4930509G22Rik	6330403K07Rik
Gm20732	1700019E08Rik	–	*Platr20*	EU599041	2610035D17Rik	Gm19705	9030622O22Rik
Gm26569	1700057H21Rik	–	*Platr4*	Gm17275	4930431F12Rik	Gm807	Gm16211
*Gm807*	2210417A02Rik	–	–	Gm27010	Gm10660	–	Gm26809
*Mirt1*	2410018L13Rik	–	–	Gm7976	Gm11033	–	Gm26905
***Neat1***	4930544I03Rik	–	–	*Kis2*	Gm15298	–	***Meg3***
–	4930591A17Rik	–	–	*Lncenc1*	Gm15675	–	***Neat1***
–	EU599041	–	–	*Mir17hg*	Gm26809	–	–
–	Gm12688	–	–	*Mirg*	Gm26981	–	–
–	Gm26579	–	–	*Platr25*	Gm42418	–	–
–	Gm26635	–	–	*Platr4*	***Malat1***	–	–
–	Gm26639	–	–	*Platr7*	*Mirt1*	–	–
–	Gm26715	–	–	–	***Neat1***	–	–
–	Gm26905	–	–	–	***Otx2os1***	–	–
–	Gm2694	–	–	–	–	–	–
–	Gm4425	–	–	–	–	–	–
–	Gm7976	–	–	–	–	–	–
–	*Lncenc1*	–	–	–	–	–	–
–	***Meg3***	–	–	–	–	–	–
–	*Mirg*	–	–	–	–	–	–
–	*Platr25*	–	–	–	–	–	–
–	*Platr4*	–	–	–	–	–	–
–	*Platr7*	–	–	–	–	–	–

*Up* Up-regulation, *Down* Down-regulation. The STAT3 Direct Targets Are Marked with bold

**Fig. 4:**
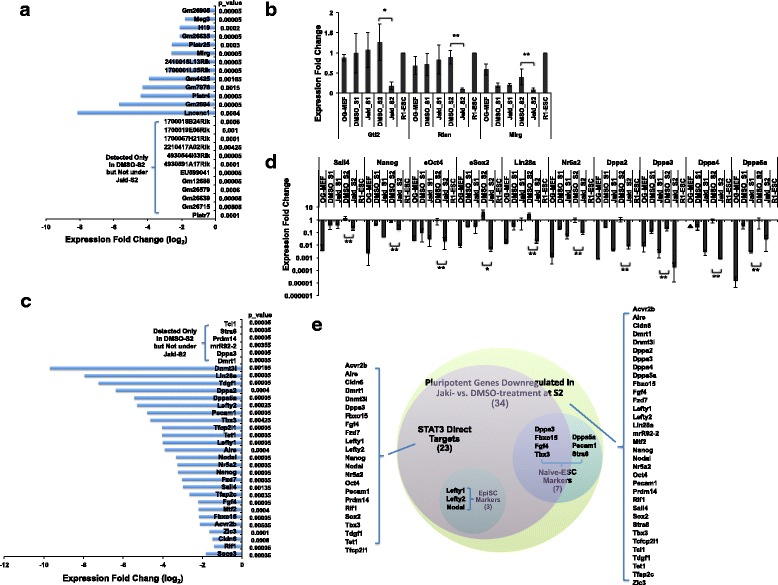
JAK*/*STAT3 Controls Proper Imprinting of the *Dlk1-Dio3* Region and the Expression of Key Pluripotent Genes. **a** Expression fold change from RNA-seq analysis for significantly downregulated lincRNAs in Jaki vs. DMSO for S2 reprogrammed cells. Genes exclusively detected in DMSO but not Jaki-condition were also shown. **b** qPCR analysis of *Gtl2-Rian-Mirg* gene expressions in two different reprogramming conditions and stages. R1-ESC was used as the control. Bars represent mean ± SD from three independent biological repeats. *: *p* < 0.05, **: *p* < 0.01. **c** Expression fold change from RNA-seq analysis for pluripotent genes significantly downregulated between Jaki- vs. Ctl-treatment at S2. Genes detected exclusively in Ctl but not in Jaki-treatment were also shown. *Socs3* expression was shown as an indictor for inhibited STAT3 activity. **d** qPCR analysis of key pluripotent gene expression under two different reprogramming conditions and stages. R1-ESC was used as the control. Bars represent mean ± SD from three independent biological repeats. e*Oct4*, e*Sox2*: endogenous *Oct4* and *Sox2*. Arrowhead: expression not detected. **: *p* < 0.01. **e** Venn Diagram depicting the relationship among the pluripotent genes significantly downregulated between Jaki- vs. Ctl-treatment at S2, the STAT3 direct targets, and the makers specific for either naïve-state pluripotent ESCs or primed-state EpiSCs

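Socs3 (chromosome 11 from 117966079 to 117970047), a gene that STAT3 induces, had 13.2 and 9.98 FPKM in DMSO-S1, 2.88 and 2.45 in Jaki-S1, 20.8 and 17.9 in DMSO-S2 and 6.14 and 4.88 in Jaki-S2. Its log2 fold change between Jaki and DMSO was −1.77 (standard error 0.27, adjusted p = 0.092) at S1 and −1.65 (standard error 0.27, adjusted p = 0.028) at S2, so that it passed the threshold at S2 only, but the difference between these values was not past it (interaction adjusted p = 0.92). Every Jaki library was below every DMSO library of its stage, by more than the replicates differed. Of 10 genes that respond to STAT3, listed before the data were seen, 8 were lower with Jaki at S1 and 6 at S2, 4 of the latter past the threshold, with medians of −0.99 and −0.79.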

The pluripotent factor *Dppa3* is indispensable for proper imprinting of the *Dlk1-Dio3* region in reprogramming, through antagonizing hypermethylation of IG-DMR by *Dnmt3s* [19]. We wondered whether JAK*/*STAT3 activity regulates *Dppa3* expression in reprogramming. Out of the genes significantly downregulated at S2 in Jaki-treatment compared with the Ctl, we identified some key pluripotent genes, such as *Nanog*, *Prdm14*, *Sall4*, *Tbx3*, *Tet1*, *Tfcp2l1*, and *miR92–2*, which belongs to the pluripotent miRNA cluster *106a-363* [59–61] (Fig. 4c, Additional file 4). 

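Of the 34 pluripotent genes of Fig. 4e, 32 were lower in Jaki-S2 than in DMSO-S2, 25 past the threshold and 32 adjusted over the list alone, which is not independent evidence, as the study chose the genes for a figure of these libraries. Their median log2 fold change was −2.88, or −2.86 with genes under 3 reads set to that limit. At S1 31 were lower, 5 past the threshold and 20 adjusted over the list alone, with a median of −1.61. The interaction of stage and treatment passed for 1 of them, Lin28a, and for 12 adjusted over the list alone. Nanog (chromosome 6 from 122707489 to 122714633) had 40.0 and 26.5 FPKM in DMSO-S1 and 3.34 and 2.51 in Jaki-S1, −3.11 (adjusted p = 0.2). At S2 it had 103 and 51.9 and 2.75 and 13.3, a log2 fold change of −3.34 (standard error 0.67, adjusted p = 0.047). Sall4 had 20.5 and 82.3 FPKM in DMSO-S2, with a wide spread between replicates, and 7.41 and 5.31 in Jaki-S2, −2.54 (adjusted p = 0.19). Tbx3 had 11.5 and 6.49 and 0.306 and 0.369, −2.86 (adjusted p = 0.013). Tet1 (chromosome 10 from 62804570 to 62908996) had 51.9 and 54.2 and 3.04 and 2.92, −3.76 (standard error 0.55, adjusted p = 0.019). Prdm14 had 15.5 and 5.64 FPKM in DMSO-S2 and was listed at 0 in both Jaki-S2 libraries. Mir92-2, the gene of miR92-2, had 101 and 610.5 FPKM in DMSO-S2 and was listed at 0 in the other 6 libraries, where on so short a transcript 3 reads correspond to 6.90 in Jaki-S2. Tfcp2l1 (chromosome 1 from 118627945 to 118685168) had 14.2 and 5.55 FPKM in DMSO-S1, 1.88 and 2.02 in Jaki-S1, 14.8 and 10.4 in DMSO-S2 and 11.4 and 14.4 in Jaki-S2. Its log2 fold change at S2, 0.04 (adjusted p = 1), was within the replicate spread. It turned negative with median centring (−0.03), rescaling to the same sum (−0.03) and length correction (−0.02), and was −0.19 without DMSO-S2 replicate 2 and 0.27 without DMSO-S2 replicate 1.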

Interestingly, RNA-seq revealed that *Dppa3* mRNA is only detectable in Ctl reprogramming but not in Jaki-treatment at S2 (Fig. 4c). 

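Dppa3 (chromosome 6 from 122626410 to 122630272) had 10.5 and 4.47 FPKM in DMSO-S1 and 17.7 and 8.69 in DMSO-S2, and was listed at 0 in all 4 Jaki libraries, those of S1 included. If the listed 0 is a count of 0, its transcript allows up to 1.17 FPKM in Jaki-S1 and 0.754 in Jaki-S2, below every DMSO library. In DMSO the replicates of each stage differed by more than the stages did.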

We also found that two other *Dppa* family genes (*Dppa2* and *Dppa5a*) were significantly downregulated by Jaki-treatment (Fig. 4c). qPCR analysis confirmed that while the expression of *Dapp2*, *− 3*, *− 4*, and *-5a* were all upregulated in Ctl reprogramming, their expression were significantly inhibited by Jaki-treatment (Fig. 4d). This correlates well with the previous studies [35, 55] showing that *Dppa3*, along with 22 out of the 34 JAK/STAT3-depdendent pluripotent genes identified in Fig. 4c and d, are direct STAT3 targets (Fig. 4e). Furthermore, among the 34 JAK/STAT3-depdendent pluripotent genes, 7 (including the germline markers *Dppa3* and *Stra8*) are naïve-state ESC-specific [62, 63], with 4 out of these 7 genes (*Dppa3*, *Fbxo15*, *Fgf4*, and *Tbx3*) being direct targets of STAT3 (Fig. 4e). 

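Dppa2 (chromosome 16 from 48303908 to 48319723) had 10.3 and 9.44 FPKM in DMSO-S1, 0.343 and 0.320 in Jaki-S1, 42.4 and 43.8 in DMSO-S2 and 0.689 and 0.332 in Jaki-S2, a log2 fold change of −4.88 (standard error 0.29, adjusted p = 0.0016) at S2. Dppa5a (chromosome 9 from 78367052 to 78368177) had 482 and 370.4 and 5.75 and 4.02 FPKM at S1, −6.18 (adjusted p = 0.0022), and 1569 and 820.3 and 26.0 and 27.8 at S2, −5.35 (standard error 0.34, adjusted p = 0.0021). Dppa4 (chromosome 16 from 48283733 to 48294237) had 25.6 and 13.8 FPKM in DMSO-S1, 131 and 114 in DMSO-S2, 0.900 and 0 in Jaki-S1 and 0 and 0.164 in Jaki-S2, the last pair at or under 3 reads. In each of the 3 genes every Jaki library was below every DMSO library, at S1 as at S2.

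**Figure D2:**
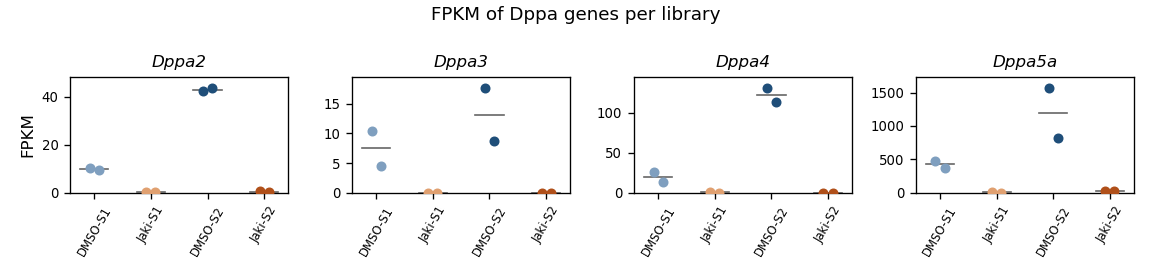
FPKM of Dppa2, Dppa3, Dppa4 and Dppa5a in each of the 8 libraries by group, with a line at the group mean (n = 2). Dppa3 lies between 4.47 and 17.7 FPKM in DMSO and at 0 in the 4 Jaki libraries, and Dppa5a between 370.4 and 1569 in DMSO and between 4.02 and 27.8 in Jaki.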

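Fbxo15 (chromosome 18 from 84934782 to 84981473) had 239 and 139.6 FPKM in DMSO-S2 and 31.4 and 55.5 in Jaki-S2, a log2 fold change of −2.10 (standard error 0.39, adjusted p = 0.038), with 59.6 and 49.6 in DMSO-S1 and 10.4 and 7.00 in Jaki-S1. Fgf4 (chromosome 7 from 144847367 to 144865243) had 106 and 69.6 and 25.0 and 12.0 at S2, −2.24 (adjusted p = 0.067), and 18.7 and 8.63 and 5.93 and 3.56 at S1. Tbx3 at S1 was at 4.89 and 4.55 FPKM in DMSO and 0.800 and 0.726 in Jaki. Tcl1, another gene of Fig. 4e, had 8.94 and 5.09 FPKM in DMSO-S1 and 24.2 and 7.84 in DMSO-S2 and was listed at 0 in all Jaki libraries. Besides Tfcp2l1, Pou5f1 was the only gene of Fig. 4e that was not lower in Jaki-S2. Pou5f1 (Oct4, chromosome 17 from 35506018 to 35510772) had 917 and 757 FPKM in DMSO-S2 and 1468 and 1319.6 in Jaki-S2, 0.74 (adjusted p = 0.34), and reads of its retroviral copy cannot be told from the endogenous gene in these values.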

Interestingly, we also found that the expression of 3 primed-state EpiSC markers (*Nodal*, *Lefty1*, and *Lefty2*) [62, 63] is JAK/STAT3-dependent (Fig. 4c), with these gene loci bound by STAT3 [55] (Fig. 4e). This is consistent with the previous studies showing both LIF and ACTIVIN/NODAL promote the propagation of naïve-state ESCs, while NODAL signal does not affect naïve ESC pluripotency in serum-free condition [64, 65]. Thus, the proper expression of *Gtl2-Rian-Mirg* lincRNAs is regulated by JAK*/*STAT3 at late-reprogramming stage, and this may be achieved through direct STAT3 binding to *Gtl2/Meg3* and through JAK*/*STAT3-dependent *Dppa3* activation in reprogramming. 

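Nodal (chromosome 10 from 61417972 to 61425338) had 18.8 and 17.0 FPKM in DMSO-S2 and 2.54 and 0.920 in Jaki-S2, a log2 fold change of −2.85 (standard error 0.47, adjusted p = 0.027). Lefty1 (chromosome 1 from 180935022 to 180938400) had 34.3 and 45.4 and 1.05 and 3.82, −3.69 (adjusted p = 0.013), and Lefty2 (chromosome 1 from 180893108 to 180899103) 16.1 and 17.5 and 0.412 and 0.426, −3.65 (adjusted p = 0.005). At S1 DMSO and Jaki libraries overlapped for Nodal and Lefty1, at 2.26 and 0.802 against 1.27 and 0.739 and 5.63 and 3.67 against 5.07 and 3.75, and Lefty2 had 11.7 and 7.07 against 3.43 and 3.08. The difference between the stages was not past the threshold for any of the 3 (interaction adjusted p = 0.21, 0.13 and 0.14). Lin28a at S2 had a log2 fold change of −6.25 (standard error 0.49, adjusted p = 0.0034), and at S1 0.39 (adjusted p = 0.87). From the genes lower with Jaki at S2, the paper states that key pluripotent genes, with markers of both the naïve and the primed state among them, depend on JAK/STAT3.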

In the meanwhile, JAK/STAT3 promotes complete pluripotency establishment by stimulating the activation of key pluripotent genes, including the naïve-state and germ cell specific markers.

### JAK*/*STAT3 regulates expression of key histone modifiers during reprogramming

Epigenetic changes during reprogramming are essential to activate core pluripotent genes, and silence transgenes and lineage commitment genes [4, 6, 8, 9]. We previously identified that JAK*/*STAT3 activates the expression of de novo DNA methyltransferase *Dnmt3a*, *− 3b*, *− 3 l*, and suppresses the histone deacetylases (*Hdacs*) expression [29]. Our RNA-seq data agree with these findings and further revealed an increased *Hdac10* expression in S2 in the presence of Jaki (Fig. 5a). In addition, we discovered an increased expression of histone/lysine acetyltransferases (*Hats/Kats*) including *Hat1*, *Kat5*, *−6b*, and *− 8* [66] from S1 to S2 in Ctl reprogramming (Fig. 5a). 

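Dnmt3a (chromosome 12 from 3806007 to 3914443) had 57.1 and 227 FPKM in DMSO-S2, with a wide spread between replicates, and 18.5 and 20.5 in Jaki-S2, a log2 fold change of −2.49 (adjusted p = 0.085). Dnmt3b (chromosome 2 from 153649450 to 153687730) had 58.4 and 165 and 4.88 and 5.33, −4.02 (standard error 0.55, adjusted p = 0.016). Dnmt3l (chromosome 10 from 78041947 to 78063622) had 115 and 133 FPKM in DMSO-S2 and 0.293 and 0 in Jaki-S2, and at S1 37.4 and 19.6 in DMSO and 0.206 and 0.614 in Jaki. Of the 3 methyltransferases 2 passed the threshold and all 3 adjusted over the list alone, on a list drawn from the study's figure. Hdac10 (chromosome 15 from 89123307 to 89128700) had 4.95 and 6.18 FPKM in DMSO-S1, 4.68 and 5.23 in Jaki-S1, 2.70 and 1.26 in DMSO-S2 and 8.22 and 5.92 in Jaki-S2, a log2 fold change of 1.46 (standard error 0.37, adjusted p = 0.085) at S2. Hdac9 and Hdac7 were higher in Jaki-S2 by 1.08 (adjusted p = 0.15) and 0.71 (adjusted p = 0.43). Of the 3 deacetylases 0 passed the threshold, 2 unadjusted and 2 adjusted over the list alone. For each, both Jaki-S2 libraries lay above both DMSO-S2 libraries.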

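Hat1 (chromosome 2 from 71388958 to 71441622) rose from 331 and 284 FPKM in DMSO-S1 to 1633 and 1168 in DMSO-S2, a log2 fold change of 2.17 (standard error 0.25, adjusted p = 0.012). Kat8 (chromosome 7 from 127912516 to 127925837) rose from 9.36 and 11.4 to 26.2 and 22.5, 1.16 (adjusted p = 0.041). Kat5 (chromosome 19 from 5603014 to 5610237) went from 12.6 and 11.3 to 26.1 and 28.4, 1.13 (adjusted p = 0.06), and Kat6b (chromosome 14 from 21481434 to 21672478) from 44.8 and 27.5 to 99.8 and 69.5, 1.22 (adjusted p = 0.06), both short of the threshold. Quantile normalization and array weights left 1 of the 5 genes of Fig. 5a past the threshold, and median centring, length correction or a mean FPKM above 1 gave 4. After rescaling to the same sum, with 5 past it, Hat1 lay 2.76 above the median of all genes, Kat5 1.59, Kat6b 1.77 and Kat8 1.61.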

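At S2, Hat1 had 1633 and 1168 FPKM with DMSO and 384 and 273 with Jaki, a log2 fold change of −2.09 (standard error 0.25, adjusted p = 0.011). Kat6b had 99.8 and 69.5 and 11.0 and 9.40, −2.92 (standard error 0.31, adjusted p = 0.0076). Ncoa3 (chromosome 2 from 165992636 to 166073242) had 50.5 and 63.6 and 10.5 and 11.6, −2.26 (standard error 0.27, adjusted p = 0.011). For these 3 genes the Jaki-S2 libraries lay below all DMSO-S2 libraries by more than the replicates differed. Kat5 and Kat8 in Jaki-S2 were at 29.1 and 20.2 and 21.4 and 16.4 FPKM, and of the 5 genes 3 passed the threshold, over all genes and adjusted over the list alone.

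**Figure D3:**
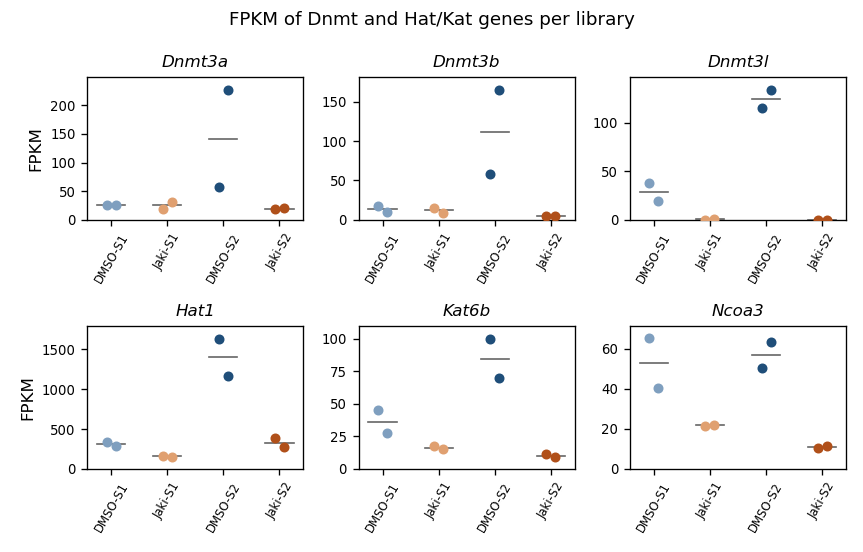
FPKM of Dnmt3a, Dnmt3b, Dnmt3l, Hat1, Kat6b and Ncoa3 in each of the 8 libraries by group, with a line at the group mean (n = 2). In Jaki-S2, Kat6b lies at 11.0 and 9.40 FPKM and Dnmt3b at 4.88 and 5.33, against 99.8 and 69.5 and 58.4 and 165 in DMSO-S2.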

Blocking JAK*/*STAT3 activity, however, downregulated *Hats/Kats* including *Hat1*, *Kat6b*, and *Ncoa3* [67, 68] at S2 compared with the Ctl (Fig. 5a). A direct binding to *Hdac10*, *Hat1*, and *Ncoa3* gene loci in ESCs by STAT3 was also shown before [55]. These data thus indicate that in addition to inhibition of Hdacs, JAK*/*STAT3 also selectively stimulates *Hats*/*Kats* expression to promote histone acetylation in reprogramming.

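At S1 Hat1 had 161 and 148 FPKM in Jaki, Kat6b 17.8 and 14.9 and Ncoa3 21.6 and 21.9 (against 65.2 and 40.5 in DMSO-S1), so that these genes were lower with Jaki before S2. None of the 5 acetyltransferase genes was past the threshold at S1 (3 at an unadjusted p-value under 0.05 and 3 adjusted over the list alone), and the interaction had adjusted p-values between 0.19 and 0.71. From these genes and the binding of STAT3 in earlier data, the paper proposes that JAK/STAT3, besides inhibiting deacetylases, selectively stimulates the expression of acetyltransferases in favor of histone acetylation.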

**Fig. 5:**
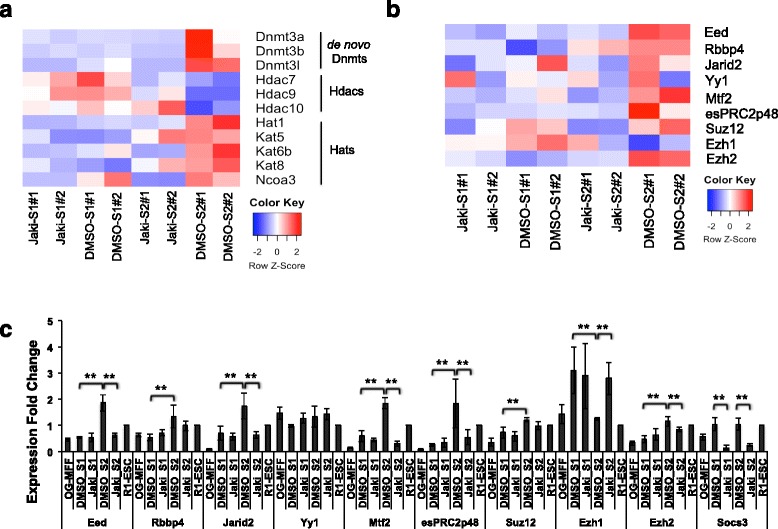
JAK*/*STAT3 Controls the Expression of Key Histone Modifiers. **a** Heatmap of FPKM value comparison for *Dnmt*, *Hdac*, and *Hat*/*Kat* genes detected under two different treatments and reprogramming stages. The relative abundance is represented by color (blue, lower abundance; red, higher abundance), as indicated by the color key. **b** Heatmap of FPKM value comparison for PRC2 component genes detected under two different treatments and reprogramming stages. The relative abundance is represented by color (blue, lower abundance; red, higher abundance), as indicated by the color key. **c** qPCR analysis of PRC2 component gene expressions in two different reprogramming conditions and stages. R1-ESC was used as the control. Bars represent mean ± SD from three independent experiments. **: *p* < 0.01

PRC2 mediated H3K27 trimethylation is necessary to suppress core developmental genes for successful reprogramming [69]. Moreover, in ESCs, PRC2 antagonizes hypermethylation of the *Dlk1-Dio3* IG-DMR region by de novo *Dnmt3s*, and depletion of PRC2 components *Eed*, *Jarid2*, or the major methyltransferase *Ezh2* suppressed maternal *Gtl2-Rian-Mirg* expression, due to hypermethylation of IG-DMR [20]. As we have observed that JAK*/*STAT3 promotes the expression of both *Gtl2-Rian-Mirg* lincRNAs and de novo *Dnmts* at S2 (Figs. 4b, 5a, and reference [29]), we wondered if JAK*/*STAT3 would also regulate PRC2 activity to ensure proper imprinting of the *Dlk1-Dio3* region. In fact, RNA-seq data and qPCR analyses revealed that the expression of most PRC2 components including *Eed*, *Rbbp4*, *Jarid2*, *Mtf2*, *esPRC2p48*, *Suz12*, and *Ezh2* increased from S1 to S2 in Ctl reprogramming (Fig. 5b, c). However, blocking JAK*/*STAT3 significantly inhibited the expression of these PRC2 components (except for *Rbbp4* and *Suz12*) at S2 compared to the Ctl (Fig. 5b, c). On the other hand, the expression of another PRC2 methyltransferases - *Ezh1* decreased from S1 to S2 in Ctl reprogramming, and Jaki-treatment inhibited this decrease (Fig. 5c). 

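Eed (chromosome 7 from 89954654 to 89980983) rose from 45.1 and 63.8 FPKM in DMSO-S1 to 145 and 155 in DMSO-S2, a log2 fold change of 1.46 (standard error 0.26, adjusted p = 0.028). Rbbp4 (chromosome 4 from 129307100 to 129335370) rose from 56.2 and 42.8 to 98.6 and 98.9, 0.99 (adjusted p = 0.03), and Ezh2 (chromosome 6 from 47530139 to 47595341) from 41.4 and 36.9 to 71.9 and 75.5, 0.90 (adjusted p = 0.028). Mtf2 (chromosome 5 from 108065674 to 108109004) went from 161 and 111 to 303 and 225, 0.97 (adjusted p = 0.11). The gene of esPRC2p48, listed as E130012A19Rik, went from 1.89 and 1.54 to 2.99 and 8.08, 1.15 (adjusted p = 0.17). Jarid2 (chromosome 13 from 44729474 to 44921643) had 84.2 and 43.9 FPKM in DMSO-S1 and 53.2 and 75.0 in DMSO-S2, a log2 fold change of 0.05 (standard error 0.53, adjusted p = 0.99), within the replicate spread. It was −0.41 without DMSO-S1 replicate 2 and −0.25 with quantile normalization. Suz12 (chromosome 11 from 79993106 to 80034123) had 75.2 and 80.3 and then 90.6 and 74.3, 0.08 (adjusted p = 0.86). It was −0.06 without DMSO-S2 replicate 1 and −0.27 with quantile normalization. Over the 9 tested genes of Fig. 5b the median was 0.90, with 3 past the threshold and 4 adjusted over the list alone. Rescaling to the same sum moved that count most, to 9, and relative to all genes it put Eed at 2.03, Rbbp4 at 1.56 and Ezh2 at 1.45.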

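In Jaki-S2, Eed was at 47.6 and 58.6 FPKM, a log2 fold change of −1.49 (standard error 0.26, adjusted p = 0.031) from DMSO-S2, and Mtf2 at 78.1 and 48.3, −2.07 (standard error 0.32, adjusted p = 0.023). Ezh2 was at 46.9 and 46.3, −0.65 (adjusted p = 0.079), with a smaller spread between replicates than between groups but short of the threshold. Jarid2 was at 24.2 and 39.4, −1.01 (adjusted p = 0.39), and E130012A19Rik at 1.46 and 1.83, −1.19 (adjusted p = 0.23). Suz12 and Rbbp4 had 48.1 and 47.4 and 90.7 and 82.1 FPKM, with −0.77 (adjusted p = 0.11) and −0.19 (adjusted p = 0.66). Of the 9 genes 8 were lower and 2 passed the threshold, 4 adjusted over the list alone.

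**Figure D4:**
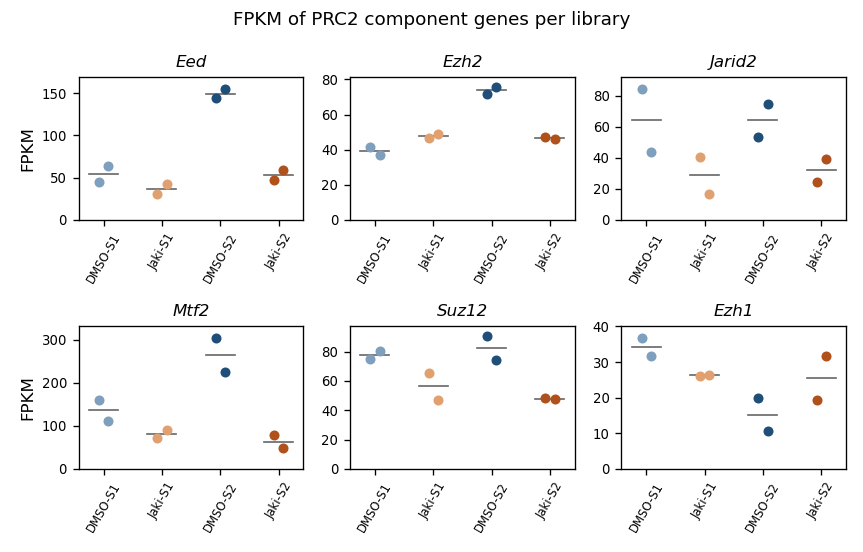
FPKM of Eed, Ezh2, Jarid2, Mtf2, Suz12 and Ezh1 in each of the 8 libraries by group, with a line at the group mean (n = 2). Eed lies at 145 and 155 FPKM in DMSO-S2 and at 47.6 and 58.6 in Jaki-S2, and Ezh1 at 19.8 and 10.7 and 19.2 and 31.8.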

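Ezh1 (chromosome 11 from 101191115 to 101226463) had 36.8 and 31.8 FPKM in DMSO-S1 and 19.8 and 10.7 in DMSO-S2, a log2 fold change of −1.18 (standard error 0.36, adjusted p = 0.092), and 26.1 and 26.3 in Jaki-S1 and 19.2 and 31.8 in Jaki-S2. With rescaling to the same sum the fold change turned to 1.69, which is −0.69 relative to the median of all genes, against −1.03 without it. Between Jaki-S2 and DMSO-S2 it was 0.73 (adjusted p = 0.35), and the interaction had an adjusted p of 0.45. The paper shows the decrease of Ezh1 by qPCR. From the changes of the components by RNA-seq and qPCR and the binding of STAT3 in earlier data, it concludes that JAK/STAT3 stimulates PRC2 late in reprogramming.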

Interestingly, it was also reported that inhibiting *Ezh1* in reprogramming stimulated human iPSC generation [8]. Previous STAT3 ChIP-seq analysis again revealed that *Eed*, *Ezh2*, *Jarid2*, and *Rbbp4* are direct targets of STAT3 [35, 55]. Taken together, these data strongly argue that JAK*/*STAT3 stimulates PCR2 activity in late-reprogramming stage, which correlates with the proper expression of *Gtl2-Rian-Mirg* lincRNAs, an essential event for complete pluripotency establishment.

### JAK*/*STAT3 activity is crucial for activating pluripotent DNA loci during reprogramming

To test the epigenetic modulation of pluripotent loci including *Oct4*, *Nanog*, and the *Dlk1-Dio3* region by JAK*/*STAT3, we employed the Jaki-treated pre-iPSCs reprogrammed from OG-MEFs and collected at S2. These cells could be passaged continuously in the presence of Jaki or a LIF-neutralizing antibody (LIFAb) and remained largely GFP-, thus further validating the specificity of Jaki on inhibiting LIF/STAT3 signaling (Fig. 6a). We asked whether removing the inhibition of JAK*/*STAT3 could resume the halted reprogramming process. Removing Jaki from the culture medium (LIF+ condition) led to a gradual conversion of GFP- colonies to GFP+ in 3 weeks, while those colonies left in either Jaki or LIFAb treatment remained GFP-, as confirmed by fluorescence activated cell sorting (FACS) (Fig. 6a, b). Previously we reported that these GFP- pre-iPSCs had hypermethylated *Oct4* and *Nanog* promoters [29]. Our study here further revealed that the expressions of some important genes responsible for DNA-demethylation in reprogramming are JAK/STAT3-dependent, including the DNA hydroxylase *Tet1* that promotes *Oct4* demethylation and activation [70, 71], and *Dppa3* and *PRC2* genes that prevent de novo methylation of *Dlk1-Dio3* region [19, 69] (Figs. 4c-e, 5b, c). 

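At S1 Tet1 had 32.1 and 9.11 FPKM in DMSO and 9.09 and 6.14 in Jaki, so that the lower DMSO library and the higher Jaki library were level. The log2 fold change of Tet1 at S2 ran from −4.12 to −3.39 over the alternatives set before the data were examined. The difference between the stages was not past the threshold (interaction adjusted p = 0.25). Dppa3 was above the limit of 3 reads in every DMSO library and listed at 0 in every Jaki library, and of the PRC2 genes, Eed and Mtf2 passed the threshold as lower in Jaki-S2. From the genes lower with Jaki, the paper states that the expression of genes needed for DNA demethylation in reprogramming depends on JAK/STAT3.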

We therefore asked whether removing JAK*/*STAT3 inhibition is necessary to re-activate these loci. We extracted DNAs from the FACS sorted cells and analyzed their methylation status using bisulfite sequencing. We found that upon restoring JAK*/*STAT3 signaling, the *Oct4* and *Nanog* promoter loci were completely demethylated in GFP+ cells, whereas in cells kept in Jaki or LIFAb these regions still remained hypermethylated (Fig. 6c, Additional file 7). Interestingly, the GFP- cells under LIF-only condition showed a partial demethylation for the *Oct4* promoter (Fig. 6c), indicating resumed but still incomplete reprogramming status in these cells. Importantly, restoring JAK*/*STAT3 activity also led to decreased methylation of IG-DMR in the GFP+ cells, while the cells kept in Jaki- or LIFAb-treatment still remained hypermethylated for this region (Fig. 6d). Thus, JAK*/*STAT3 signaling is indeed a prerequisite for activation of key pluripotent genomic loci and the *Dlk1-Dio3* region in reprogramming by promoting their DNA demethylation.

**Fig. 6:**
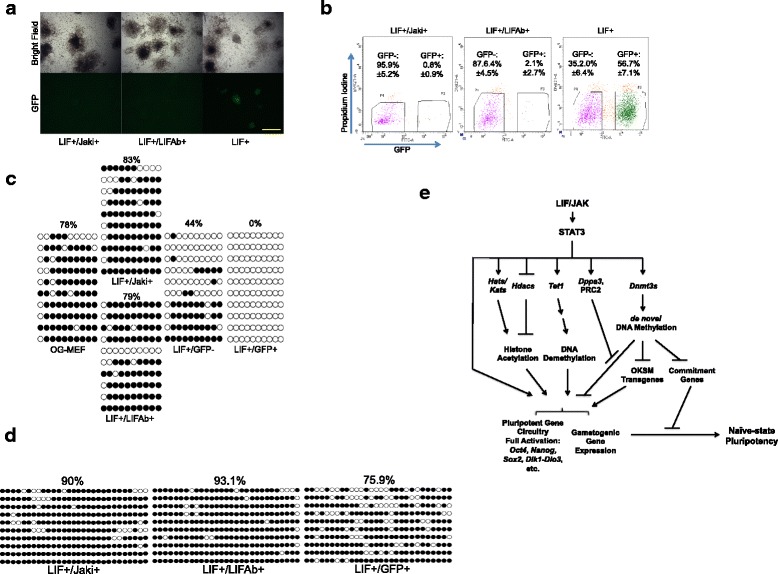
Restoring JAK*/*STAT3 Activity Promotes DNA Demethylation of Multi-Pluripotency Loci in pre-iPSCs. **a** Jaki-S2 pre-iPSC colonies cultured and expanded in the presence of LIF plus Jaki (LIF+/Jaki+), LIFAb (LIF+/LIFAb+), or LIF-only (LIF+) for two weeks. Bar = 625 um. **b** FACS analysis for GFP+ and GFP- cells in expanded Jaki-S2 pre-iPSCs cultured in LIF containing medium supplemented with Jaki, LIFAb, or LIF-only condition for 3 weeks. Numbers represent mean ± SD from three independent experiments. **c** DNA methylation of *Oct4* promoter region measured by bisulfite sequencing for samples described in **b**. Filled and open circles represent methylated and unmethylated CpGs, respectively. The percentage of total methylated CpGs for the analyzed region was given on top of each dataset. **d** DNA methylation of IG-DMR region measured by bisulfite sequencing for samples described in **b**. Filled and open circles represent methylated and unmethylated CpGs, respectively. The percentage of total methylated CpGs for the analyzed region was given on top of each dataset. **e** The proposed model of JAK/STAT3 in promoting naïve-state pluripotency in reprogramming. LIF activated JAK/STAT3 suppresses *Hdacs* and stimulates *Hats*/*Kats*, *Tet1*, *Dppa3*, and PRC2 genes for open chromatin formation in pluripotent and gametogenic loci, promotes their full activation. *Dppa3* and PRC2 inhibit de novo methylation of pluripotent loci by *Dnmt3s*. On the other hand, STAT3 activated *Dnmt3s* inhibit commitment genes and the OKSM transgenes, the silencing of which are needed for complete reprogramming. This leads to the complete activation of pluripotent circuitry and establishment of naïve-state iPSCs

Previously we discovered an epigenetic role by JAK/STAT3 for pluripotency establishment in reprogramming, through regulation of *Dnmts* and *Hdacs* [29]. Based on our study here, we propose an updated model for JAK/STAT3 regulated naïve-state pluripotency establishment at late-stage reprogramming (Fig. 5d), where JAK/STAT3-dependent stimulation of *Tet1*, *Dppa3*, PRC2, and *Hats/Kat*s expression and inhibition of *Hdacs* expression promote the euchromatic state at pluripotent loci such as *Oct4*, *Nanog*, and *Dlk1-Dio3* for their full activation by OKSM and other pluripotent factors including STAT3, while JAK/STAT3-dependent de novo *Dnmt3s* expression helps silence commitment genes and OKSM transgenes. These, together with the JAK/STAT3-stimulated activation of germ cell-specific genes, promote the establishment of ground state, germline transmission-capable naïve-pluripotency in reprogramming.

## Discussion

The LIF regulated JAK*/*STAT3 pathway is important for naïve-state pluripotency establishment across species for iPSC generation [72]. Although many downstream targets of STAT3 have been reported, the complete understanding of JAK*/*STAT3 mediated pluripotency establishment has not been achieved. We performed RNA-seq to analyze JAK*/*STAT3 mediated reprogramming and identified biological events and DEGs specifically regulated by JAK*/*STAT3 activity during the iPSC induction process. We found that during late-stage reprogramming, JAK*/*STAT3 signaling regulates gametogenesis events especially the spermatogenesis, mitotic/meiotic cell cycle, and the DNA damage and repair process - an essential process to ensure DNA integrity during mitotic/meiotic cell division [73]. It is well established that in *Drosophila*, JAK/STAT activity is required to for GSC maintenance in both testis and ovary [74–77]. However, an understanding of the role by JAK*/*STAT in GSC regulation in mammals is still limited [78, 79]. Our analysis revealed that JAK*/*STAT3 regulates the expression of key germ cell developmental genes such as *Text19.1*, *Stra8*, *Mael*, *Sohlh2*, *Syce1/2*, etc. In addition, we also identified that JAK*/*STAT3 stimulates the expression of pluripotent transcription factors such as *Prdm14* and *Dmrt1*, which are critical for gonad development and GSC specification in mammals [80, 81]. Naïve-state pluripotency is important for the chimera and germline chimera formation capability of mouse and human ESCs/iPSCs [62, 63, 82–84]. The JAK*/*STAT3 regulated gametogenesis/meiotic events in reprogramming could be crucial for this germline chimerism capacity establishment. Our study provides valuable mechanistic insight and information database for further elucidation of reprogramming as well as meiotic processes specifically regulated by JAK*/*STAT3 signaling.

We discovered that JAK*/*STAT3 plays a critical role to regulate the *Dlk1-Dio3* imprinted region. Activation of the maternally expressed *Gtl2-Rian-Mirg* lincRNAs in this region serves as a key event for pluripotency establishment in late-stage reprogramming [15]. Recently it was shown that *Dppa3* is expressed only in iPSCs capable of chimera-formation and specifically blocks the *Dnmt3a* mediated methylation of IG-DMR [19]. One of the mechanisms therefore JAK*/*STAT3 regulates imprinting of the *Dlk1-Dio3* region might be via JAK*/*STAT3-dependent stimulation of *Dppa3* expression. However, other mechanisms may also play a role here. The PRC2 components *Ezh2*, *Eed*, and *Jarid2* were reported to prevent *Dnmt3s* from methylating the *Dlk1-Dio3* region, thus maintaining the expression of maternal *Gtl2-Rian-Mirg* in mouse ESCs [20]. We found that blocking JAK*/*STAT3 activity inhibits the expression of many PRC2 components. Thus JAK*/*STAT3 may also regulate proper imprinting of the *Dlk1-Dio3* region through stimulating PRC2 activity. In accordance with these findings, we discovered that removing Jaki in the LIF+ medium promotes demethylation of IG-DMR, the region controlling *Gtl2-Rian-Mirg* expression. In addition, histone acetylation of the *Dlk1-Dio3* region correlates with the activity of this region, and inhibiting *Hdacs* activates the expression of *Gtl2-Rian-Mirg* in reprogramming [16]. We previously reported that JAK*/*STAT3 activity downregulates the expression of *Hdacs* during reprogramming [29] and here we further discovered that in addition to *Hdacs*, inhibition of JAK*/*STAT3 also blocks the expression of certain *Hats*/*Kats*. How exactly JAK*/*STAT3 activity regulates the proper imprinting of the *Dlk1-Dio3* region is certainly of high interest and warrants future investigation.

We further identified that JAK*/*STAT3 activity regulates the activation of a number of key pluripotent factors such as the *Dppa* family genes. The expression of *Dppa3* is present only in iPSCs with chimera-forming capacity, and blocking its expression results in the generation of pre-iPSCs only [19]. One possible mechanism that JAK*/*STAT3 may regulate the expression of *Dppa3* can be through promoting DNA demethylation at its regulatory sequence, similar as what we demonstrated here that JAK*/*STAT3 activity is essential for the demethylation of *Oct4* and *Nanog* promoters in reprogramming. Additionally, one of the downregulated pluripotent genes by Jaki-treatment - *Tbx3* has been reported to prevent ESC differentiation through promoting the expression of *Dppa3* [85]. Exactly how JAK*/*STAT3 signaling activates these pluripotent genes to promote complete reprogramming is currently under active investigation. Nevertheless our results correlate well with the previous ChIP-seq analyses [35, 55] and strongly indicate that an activated STAT3 elicits layers of regulatory mechanisms over its targets, either directly or through control of specific epigenetic modulators. Our analysis demonstrates that JAK*/*STAT3 orchestrates events at later-reprogramming stage from upregulation of gametogenesis, meiotic/mitotic, and DNA damage/repair processes, to stimulation of key pluripotent genes and epigenetic regulators for complete pluripotency establishment.

## Conclusions

We performed transcriptome analysis to investigate the genomic expression dynamics regulated by JAK*/*STAT3 activity during somatic cell reprogramming. We describe JAK*/*STAT3-specific upregulation of biological events such as gametogenesis and cell cycle processes in reprogrammed cells. We found that JAK*/*STAT3 does not affect MET transition in reprogramming but regulates the expression of some core mesenchymal/epithelial markers, and describe key pluripotent transcription factors, epigenetic modulators, and non-coding RNAs regulated by JAK*/*STAT3. We show that JAK*/*STAT3 activity is necessary for proper imprinting of the *Dlk1-Dio3* region, which is associated with the JAK*/*STAT3-dependent stimulation of *Dppa3* and PRC2 components in reprogramming. We further demonstrate that JAK*/*STAT3 activity is essential for promoting DNA demethylation of pluripotent loci including *Oct4*, *Nanog*, and *Dlk1-Dio3* regions at late-reprogramming stage. Our data elucidate new mechanisms for JAK*/*STAT3 promoted pluripotency establishment in reprogramming, which are valuable for improving the generation of naïve-state iPSCs across species.

## Methods

### Chemicals and recombinant DNA constructs

The Jak inhibitor I (Jaki) was from EMD (Billierica, MA, USA). LIF antibody (LIFAb) was from Santa Cruz (Santa Crutz, CA, USA). Retroviral pMXs-mouse *Oct4*, *Klf4*, *Sox2*, and *c-Myc* were from Addgene (Cambridge, MA, USA). All constructs were verified by DNA sequencing.

### RNA isolation, library construction and sequencing

Total RNA was isolated from reprogrammed cells with different treatments using RNeasy Mini kit (Qiagen, Valencia, CA) and reverse transcribed using the SuperScript III Reverse Transcription Kit (Invitrogen, Grand Island, NY). The quality of Total RNA was examined with the Aglient RNA 1000 Nano kit (Aglient Technologies, Santa Clara, CA). rRNA was then removed by using Ribo-Zero-rRNA Removal kit (Epicentre, Madison, WI). 500 ng of rRNA-depleted total RNA from each sample was used to prepare the RNA sequencing library following the manufacturer’s instructions by SOLiD Total RNA-seq Kit (Life Technologies, Grand Island, NY). Finally, sequencing libraries were quantified by using Agilent 2100 bioanalyzer and then barcoded, multiplexed, and sequenced on a 5500xl Genetic Analyzer at the Center for Applied Genetics and Technology, University of Connecticut. We obtained approximately 240 million sequencing reads with a read length of 75-bp from 8 samples. The raw FASTQ files and normalized gene expression levels are available at Gene Expression Omnibus (GEO) (www.ncbi.nlm.nih.gov/geo) under the accession number GSE97261.

### Data processing of RNA-seq

Sequencing reads were trimmed as previously described [86]. Briefly, sequencing adapters were trimmed using Cutadapt and low quality reads were pre-filtered by FASTX-Toolkit before mapping. The quality of reads after filtering was examined using fastQC. For mapping, mouse genomic sequence and RefSeq gene coordinate (GRCm38/mm10) were downloaded from the UCSC genome browser. All filtered reads were aligned to mouse reference genome by Tophat (v2.0.10) using SAMtools (v0.1.18) AND Bowtie (v2.1.0) with default parameters [87, 88]. Individual mapped reads were fed to Cufflinks (v1.2.1) [88] to contruct transcriptome models and any novel genes and transcripts that did not fit the supplied gene models were also assembled. Cuffmerge [88] was used to converge individual transcriptome to produce a master gene model. Then Cufflinks was run to calculate Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) by using RefSeq genes as reference [88]. A matrix of Pearson correlation coefficient was created using R Package, which was in turn used to create the heatmap. Differentially expressed genes between two stages were identified using default parameters in Cuffdiff [87]. We also included an additional bias detection and correction algorithm filter available in the Cufflinks package to improve the accuracy of transcript abundance estimates. Genes were deemed differentially expressed between subsequent developmental stages if they showed a FDR (adjusted *p*-value or q-value) of less than 0.05. Expression pattern clusters were generated by the K-means clustering algorithm using R.

### Gene ontology, meta-analysis, and PCA analysis

Functional annotation enrichment analysis for Gene Ontology (GO) and pathway analyses were conducted by Database for Annotation, Visualization and Integrated Discovery Bioinformatics Resource (DAVID) [89]. We summarized all similar sub-GO terms and pathways into an overarching term, and *p*-values are shown for the representative terms. Principle component analysis (PCA) was performed using the GeneXplain platform (www.genexplain.com).

### qPCR analysis

Total RNA were extracted using a RNeasy Extraction kit (Qiagen, Hilden, Germany), reverse transcribed using a iScript Reverse Transcription Kit (Bio-Rad, Hercules, CA, USA) and PCR amplified with specific primers (Primer sequences available upon request). qRT-PCR was performed using SYBR Green PCR Master Mix (Bio-Rad) and the ABI 7500 Fast instrument, and data analyzed using the 7500 software version 2.0.2 provided with the instrument. All values were normalized with GAPDH as the internal control and relative mRNA expressions were quantified using either MEFs or R1-ESCs as the reference, which is specified in each figure legend. Data were analyzed with One Way ANOVA or the Student’s *t*-test.

### Bisulfite sequencing

For bisulfite sequencing, genomic DNAs were extracted and bisulfite converted using an EpiTeck Bilsulfite Kit (Qiagen). *Oct4* and *Nanog* promoter regions were amplified using PCR primers described previously [29]. Nested-PCR was used to clone the IG-DMR region, with the first round amplification using primer pairs: 5′-TAAGTGTTGTGGTTTGTTATGGGTA-3′ (forward) and 5’-CCATCCCCTATACTCAAAACATTCT-3′ (reverse), and the second round using primer pairs: 5’-**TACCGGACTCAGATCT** TGGTTTGTTATGGGTA AGTTTTATG (forward) and 3’-**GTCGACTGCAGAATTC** CTTCCCTCACTCCAAAAATTAAAA (reverse), with the bold letters indicate vector sequences for fusion cloning. PCR were performed with Taq 2× Master Mix (New England Biolabs, Ipswich, MA, USA) and cloned using an In-Fusion HD Cloning System (Clontech) into pIRES2-DsRed vector digested by BglII and EcoRI (New England Biolabs). Clones were picked, cultured in 5 ml LB medium with antibiotics overnight, and plasmid DNAs were extracted using a Qiaprep Mini Kit (Qiagen) and sequenced by regular Sanger DNA sequencing.

### Cell culture and reprogramming assay

Generation of Jaki-treated pre-iPSCs using retroviral transduction and reprogramming medium was described previously [29]. The reprogramming medium contains 1:1 mixture of KSR-ESC medium containing 76% KO-DMEM, 20% KSR, 1% 100× glutamax, 1% 100× non-essential amino acids, and 0.5× penicillin/streptomycin (Invitrogen), and supplemented with 1% 100× β-mercaptoethanol and 1000 U/ml LIF (Millipore, Billerica, MA, USA), and Serum-ESC medium with 76% DMEM, 20% ESC-qualified FBS from Hyclone (Fisher Scientific, Pittsburg, PA, USA), 1% 100× glutamax, 1% 100× non-essential amino acids, 0.5× penicillin/streptomycin, 1% 100× β-mercaptoethanol, and 1000 U/ml LIF. Induced colonies were further expanded in the presence of Jaki in ESC medium containing 76% KO-DMEM, 20% KSR, 1% 100× glutamax, 1% 100× non-essential amino acids, and 0.5× penicillin/streptomycin (Invitrogen), and supplemented with 1% 100× β-mercaptoethanol and 1000 U/ml LIF. For reprogramming assay, cells were seeded at a density of 0.25 million cells per 24-well-plate pre-seeded with mitomycin C treated CD1 MEF feeders on Day − 1. On day 0 the cells were infected with retroviral OKSM, and medium replaced after 24 h. On day 2 the ESC medium containing 1 μM Jaki or 0.5 μg/mL LIFAb were applied to all conditions except for the positive control wells. Media were replaced every two days. GFP-expressing colonies were scored between 2 to 3 weeks after initial viral transduction under a Nikon fluorescence microscope, or subjected to fluorescence-activated cell sorting (FACS) for the percentage of GFP+ cells at the UConn Bioservice Center.

## Additional files

Additional file 1: Schematic representation of the *Dlk1-Dio3* region at mouse chromosome 12qF1. The *Gtl2-Rian-Mirg* lincRNAs are expressed from the maternally inherited chromosome, while the protein coding *Dlk1*, *Rtl1*, and *Dio3* genes are expressed from the paternally inherited chromosome. IG-DMR is paternally methylated but demethylated in maternal chromosome to control expression of the *Gtl2-Rian-Mirg* lincRNAs.

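All genes named in this region lie on chromosome 12 of GRCm38. Dlk1 starts at 109452823, Meg3 (Gtl2) at 109541001, Rtl1 at 109589193, Mirg at 109729764 and Dio3 at 110279068. Dlk1, paternally expressed, had 31.9 and 11.8 FPKM in DMSO-S1, 8.29 and 16.2 in Jaki-S1, 0 and 0.567 in DMSO-S2 and 0.0890 and 0 in Jaki-S2. Dio3 had 1.25 and 1.07, 0.328 and 0, 0.198 and 0.0857 and 0 and 0 in the same order. FPKM of a gene does not tell the parental alleles apart.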

Additional file 2: Cuffdiff Analysis Results Table of DEGs Between Ctl S2 vs. S1 (DMSO_S2 vs. S1), Jaki S2 vs. S1 (Jaki_S2 vs. S1), Jaki vs. DMSO at S1 (S2_Jaki vs. DMSO), and Jaki vs. DMSO at S1 (S1_Jaki vs. DMSO).

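The sheets of Additional file 2 that could be read give, for each gene the study calls at S1 and at S2 between Jaki and DMSO, a log2 fold change. They hold 210 genes for S1 and 1750 for S2, which are the study's own calls. For 41 genes with a listed value, the log2 ratio of the group means of the deposited FPKM was compared with the listed one, and 32 were within 0.1 of it.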

Additional file 3: DAVID Analysis Table of Biological Processes (FDR < 0.05) for Common or Specific Up- or Down-regulated DEGs Between Ctl reprogramming (DMSO_S2 vs. S1) and Jaki-reprogramming (Jaki_S2 vs. S1).

Additional file 4: DAVID Analysis Table of Biological Processes (FDR < 0.05) for Up- or Down-regulated DEGs Between Jaki vs. DMSO at S2.

Additional file 5: Table for DEGs listed in Spermatogenesis/Meiotic, Mitotic, and DNA Repair GO-terms That Are Upregulated between Ctl S2 vs. S1 comparison but Downregulated at S2 in Jaki vs. Ctl comparison.

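Additional file 5 gives 3 lists per process: genes the study calls higher in DMSO-S2, genes it calls lower in Jaki-S2, and those in both. Of the 42 meiotic genes called lower, 21 passed the threshold here, of 53 mitotic genes 18, and of 37 DNA repair genes 13. All of them were lower in Jaki-S2, which is not independent evidence, as the study called them lower on these libraries.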

Additional file 6: Table for S1- or S2-specifically Expressed Genes under DMSO Ctl or Jaki-Treatment at S1 or S2.

Additional file 7: JAK*/*STAT3 Activity Is Needed to Activate Pluripotent Loci in Reprogramming. DNA methylation of *Nanog* promoter region measured by bisulfite sequencing for samples described in Fig. 6b. Filled and open circles represent methylated and unmethylated CpGs, respectively. The percentage of total methylated CpGs for the analyzed region was given on top of each dataset.

## Abbreviations

BPs: Biological processes
Ctl: Control
DEGs: Differentially expressed genes
*Dnmt*: DNA methyltransferase
*Dppa*: Developmental pluripotency associated
FACS: Fluorescence activated cell sorting
FDR: False discovery rate
FPKM: Fragments Per Kilobase of exon model per Million mapped fragments
GO: Gene ontology
H3K37: Histone 3 lysine 27
*Hats*/*Kats*: Histone/lysine acetyltransferases
IG-DMR: Intergenic differential methylated region
iPSCs: induced pluripotent stem cells
JAK*/*STAT3: Janus kinase/signal transducer and activator of transcription 3
Jaki: Jak inhibitor I
LIF: Leukemia inhibitory factor
LIFAb: LIF-Neutralizing antibody
lincRNAs: Long intervening non-coding RNAs
MEFs: Mouse embryonic fibroblasts
MET: Mesenchymal to epithelial transition
miRNAs: microRNAs
OG-MEFs: MEFs with GFP expression controlled by the *Oct4* distal enhancer region
OKSM: *Oct4*, *Klf4*, *Sox2*, and *c-Myc*
PCA: Principle component analysis
PRC2: Polycomb repressive complex 2

How the deposited data were processed for this re-analysis (not part of the article)

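RNA-seq of 8 mouse libraries was used, with 2 libraries for each of the groups DMSO-S1, Jaki-S1, DMSO-S2 and Jaki-S2. The qPCR, flow cytometry and bisulfite results of the paper have no values in the deposited table and were left out. Treatment with DMSO or 1 μM Jaki started on day 3. S1 is day 18 at passage 1 as the paper states, although the sample labels give day 3, and S2 is from colonies picked on day 21 and expanded to passage 2.

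The authors mapped the reads with TopHat, assembled and merged transcripts with Cufflinks and Cuffmerge, and deposited FPKM for each locus and library in 1 table, so that the values were already scaled to transcript length and library size. No further scaling was applied. The table holds 46140 loci, and all of its value columns were assigned to a library. Loci were joined to the GRCm38 annotation by transcript identifier, or else by symbol. Of the 24861 loci with a mean FPKM above 0.1, which were tested, 92.2% had a transcript length.

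Steps between low FPKM values of genes of known length put the reads behind the values of a library between 3.1 and 6.9 M. From these, the FPKM of 3 reads, the limit that a count of 0 allows, was computed for each gene and library. No fold change of a named gene is given against a group whose libraries were all at or under that limit. The interactions of Prl7d1 and Ctsj are the exception. A listed 0 need not be a count of 0, since 35 protein-coding genes with a mean FPKM above 20 were at 0 in at least 1 library, some of them in a single library of the 8, so that the limit bounds counting error and not the listing itself.

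Log2(FPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups, contrasts for the 4 comparisons and for the interaction of stage and treatment, and empirical Bayes moderation with an intensity trend. P-values were adjusted by the method of Benjamini and Hochberg within each comparison, and every adjusted p-value in the passages is from limma. The threshold was 0.05, with no minimum fold change. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

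The model was tested on simulated data with 200 changed genes in 1 comparison of 2 libraries against 2. It called 133 of them, all in the right direction, and 3 unchanged genes. Fitted on the compared groups alone it called 0 of them.

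The genes named are every gene the study names for its RNA-seq data in the results text, Tables 1 and 2 and Figs. 3e, 4a, 4c, 4e, 5a and 5b, the genes of the lists, apart from what is not reported here, and for each comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose groups do not overlap. The groups, the tests, this rule, the lists of marker genes and the first set of alternatives were set before the data were examined. The marker lists were for Y-linked, trophoblast, primitive endoderm, interferon-stimulated, macrophage, fibroblast, STAT3-responsive, two-cell-like, imprinted and rRNA-derived genes and the OKSM factors, and families were taken by symbol prefix (Rpl and Rps, Hist, Nduf, Cct, Fkbp, Mcm and Polr2).

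Counts within a list are given at the threshold over all tested loci and adjusted over the list alone. Lists were also tested with camera from limma at its preset correlation. Of 36 tests of study lists 22 passed an adjusted p-value of 0.05, of 40 tests of marker lists 20, and of 28 tests of families 20. With fry, 18, 17 and 16 passed, and 17, 12 and 15 passed with both.

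The alternatives were a pseudocount of 0.1, a mean FPKM above 1, no filter, quantile normalization, centring on the median of each library, rescaling of each library to the same sum without the loci named as rRNA, a fit of the compared groups alone, the replicate number as a term, a correction for transcript length, both of these together, no trend, array weights, a fold change above 1.62, and leaving out each library in turn. Correlations, components and lists had alternatives of their own. Added after seeing the data were the protein-coding and lincRNA genes alone, the ratio of group means, the correlations without assembled loci that have no symbol, and the count of loci above 0.1 FPKM in all 8 libraries. Symbols of the lists that were not analysed here include Rian, Neat1, Mirt1, Kis2, Mir17hg, Gm42418, Irf9, Emr1, S100a4 and Snrpn. The gene ontology analysis was not repeated.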

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

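Of the tests of explanations here, all but that of the primitive endoderm markers were chosen only after the result was seen. The interaction test and the marker lists were set before the data were examined.

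The effect of Jaki differed between S1 and S2 for 107 loci in the interaction test, with 56 higher and 51 lower at S2. Of the 51, 11 were past the threshold at S1, all of them higher with Jaki, and 1 of these was also changed at S2. All 11 had a mean FPKM under 1 in DMSO-S1, where a change can pass only as a rise, so that their number of 11 does not decide whether Jaki had little to lower there. Of the other 40, 75% had a mean FPKM under 1 in DMSO-S1, which is consistent with Jaki having little to lower there. A change in the role of JAK/STAT3 stays open. Lin28a had the interaction −6.64 (adjusted p = 0.025), with DMSO-S1 at 30.1 and 14.0 FPKM, above that level. No technical explanation was tested for this gene.

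Prl7d1 and Ctsj had interactions of 6.64 and 6.19 the other way. Prl7d1 had 189 and 149 FPKM in DMSO-S1 and 0.386 and 1.08 in Jaki-S1, and Ctsj 257 and 137 and 0.837 and 2.60. Both were listed at 0 in all S2 libraries, so that these interactions only restate the falls at S1. They are placental genes, and the 11 trophoblast markers, which the paper does not analyse, had a median of −1.373 in Jaki-S1 against DMSO-S1 (−0.91 with genes under 3 reads at the limit), 2 past the threshold and 7 adjusted over the list alone. Among 16 other placental prolactin and cathepsin genes, 15 were lower, with a median of −1.63. This is consistent with fewer trophoblast-like cells with Jaki at S1, a hypothesis found and tested on the same libraries. A direct effect of JAK/STAT3 on these genes stays open.

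The 16 primitive endoderm markers, which the paper does not treat as a set although Table 1 names Sox17, had a median of −2.526 in Jaki-S2 against DMSO-S2 (−2.49 at the limit), with 9 past the threshold and 12 adjusted over the list alone. Without Sox17, Gata4 and Lama1 the median was −1.58, 11 of 13 lower. This is consistent with primitive endoderm-like cells in the DMSO-S2 cultures, and a direct effect on the genes stays open.

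The 6 two-cell-like genes, which the paper does not analyse, had medians of −1.205 at S1 and −1.043 at S2 (−0.8 and −0.45 at the limit), with 0 and 1 past the threshold, 5 and 5 unadjusted and 5 and 5 adjusted over the list alone. No explanation was tested.

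The 18 interferon-stimulated genes, which the paper does not treat as a set, were all lower in Jaki-S1 than DMSO-S1, with a median of −2.106 (−1.96 at the limit), 2 past the threshold and 14 adjusted over the list alone. Over 5 classes of genes by transcript length the lowest median in this comparison was −0.02, which argues against a length bias. From S1 to S2 they had a median of −2.38 in DMSO. As JAK also carries interferon signals, the inhibitor may act here apart from STAT3, which the value of −2.11 does not decide.

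Xist had 1003 FPKM in Jaki-S1 replicate 1 and at most 4.67 in the other 7 libraries. The Y-linked genes had a median difference of −0.28 between the Jaki-S1 replicates, and −0.13, 0.39 and −0.23 between the replicates of DMSO-S1, DMSO-S2 and Jaki-S2, which argues against a library of female cells. A minority of female cells, or Xist expressed in male cells, stays open.

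Assembled loci without a gene symbol, which the paper does not discuss, held up to 69.5% of the FPKM of a library, in Jaki-S1 replicate 2. Their source was not tested, and their effect on the correlations is given among the other observations.

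Past the threshold in the 4 comparisons were 140 results for genes under 200 nucleotides. In 47 of them, or 33.6%, the libraries of the higher group had equal reads, against 3.0% of other genes, so that equal reads on short transcripts do not account for most of them. For genes higher in Jaki-S1, 8 of 10 short ones had equal reads, as did 3 of the 4 others of known length, so that these genes do not decide whether 1 or a few reads on short transcripts account for the rise.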

How the results depend on the processing

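Of 93 results for single genes, 19 kept their direction and their side of the threshold under all alternatives run, and 49 when the fits of the compared groups alone are left aside. There, 48 of 90 were no longer past the threshold. Fewer residual degrees of freedom belong to that fit by construction. Elsewhere, with losses first and gains second, results changed side under a pseudocount of 0.1 (3 and 2), no filter (3 and 0), a mean FPKM above 1 (0 and 7), quantile normalization (10 and 1), median centring (1 and 5), rescaling to the same sum (4 and 13), length correction (0 and 6), no trend (3 and 2) and array weights (5 and 4). A fold change above 1.62 changed none of the 93. The protein-coding and lincRNA genes alone, chosen after seeing the data, changed 15, all gains. Fold changes changed sign under quantile normalization (3), median centring (1), rescaling (5), length correction (1) and the replicate block with length correction (1), as given below. Leaving out 1 library of 2 puts the other in place of the group mean, so that fold changes stay within the replicate spread by design, which says nothing about stability. As a ratio of group means, chosen after seeing the data, 17 of 90 moved.

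Fitting the compared groups alone gave 0 loci for each comparison, and 0 for the lists and overlaps, with 2797 up and 3748 down unadjusted in DMSO-S2 vs DMSO-S1, 1948 and 3121 in Jaki-S2 vs Jaki-S1, 831 and 1219 in Jaki-S1 vs DMSO-S1 and 2330 and 2735 in Jaki-S2 vs DMSO-S2.

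Rescaling to the same sum moved the median of all genes to 2.38 in DMSO and 2.24 in Jaki from S1 to S2, against −0.15 and −0.03. It gave 12051 up and 234 down in DMSO-S2 vs DMSO-S1 (98.1% up against 54.1%) and 10968 and 202 in Jaki-S2 vs Jaki-S1 (98.2% against 37.1%), 9 and 19 in Jaki-S1 vs DMSO-S1 (32.1% against 20.8%), 1189 down in Jaki-S2 vs DMSO-S2, and an interaction of 75 up and 150 down (33.3% up against 52.3%), with 9144 and 46 changed alike in both treatments and an overlap of 1148. Of the lists, 29 meiotic and 27 DNA repair genes of Table 1, 5 acetyltransferase genes and 9 PRC2 genes passed as higher in DMSO-S2, 0 and 1 mesenchymal genes as lower in DMSO and Jaki (against 4 and 3), and 1 pluripotent gene at S1. Ezh1 turned to 1.69, Krt17 to 0.62, Ocln to 1.78 and Cct6a to 2.41, and relative to the median of all genes these were −0.69, −1.76, −0.60 and 0.03. Besides Ezh1, Ocln and Cct6a, the genes reported singly that passed as higher in DMSO-S2 with it, and not without, were Epcam, Kat5, Kat6b, Jarid2, Suz12, Mtf2, E130012A19Rik, Fkbp11, Pias2, Rad51c and Brca2, and relative to the median of all genes these were 1.55, 1.59, 1.77, 0.61, 0.65, 1.55, 1.13, 2.02, 1.73, 1.85 and 1.77. Mertk and Mitf passed as lower in Jaki-S2. Krt14, Krt17 and Myc in DMSO-S2 and Fbxo15 and Myc in Jaki-S2 no longer passed. Tfcp2l1 turned to −0.0314.

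Median centring gave 2012 up and 698 down in DMSO-S2 vs DMSO-S1 (74.2% up), 192 up in Jaki-S2 vs Jaki-S1 (53.9% up), 130 up in both treatments and 4 acetyltransferase genes, with medians of all genes of 0.12 and 0.13, and Tfcp2l1 at −0.0325. Quantile normalization gave 633 down in DMSO (62.6% of calls up), 139 down in Jaki (47.3% up), 1 acetyltransferase gene and 0 PRC2 genes in DMSO-S2 (4 with an unadjusted p-value under 0.05), and 1 PRC2 gene in Jaki-S2. It turned Jarid2 to −0.25, Suz12 to −0.27 and Cct6a to 0.74. Length correction gave 311 up in Jaki (59.7% up, and 69.6% in DMSO), an interaction of 30 down, 224 up in both treatments, 21 meiotic, 25 DNA repair and 4 acetyltransferase genes, and Tfcp2l1 at −0.0188. The cause was not tested.

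A pseudocount of 0.1 gave 198 up and 415 down in Jaki-S2 vs Jaki-S1, 99 down in Jaki-S1, an interaction of 94 and 77, 125 and 163 in both treatments, and 28.1% on the first component. A mean FPKM above 1 gave 111 up in both treatments, 4 acetyltransferase genes and 577 loci present with Jaki alone at S1. Without the trend, 98 fell in Jaki-S1 and 38 rose in both treatments. Array weights gave 15 mitotic and 13 DNA repair genes lower in Jaki-S2 and 1 acetyltransferase gene higher in DMSO-S2. The cause was not tested.

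Replicate numbers did not pair the libraries, since deviations from the group means had correlations between −0.026 and 0.058 across genes, so that the replicate block spends a degree of freedom on no shared variation. It gave 763 up and 568 down in DMSO-S2 vs DMSO-S1, 21 and 57 in Jaki-S2 vs Jaki-S1, 27 down in Jaki-S1, 340 up in Jaki-S2, an interaction of 21 and 27, 10 and 34 in both treatments, an overlap of 195, 5 DNA repair genes in Jaki-S2, 2 pluripotent genes at S1 and 1 PRC2 gene. The replicate block with length correction gave 541 down in DMSO (71.2% up), 26 and 40 in Jaki (39.4% up), 10 and 35 in Jaki-S1, 320 and 412 in Jaki-S2, an interaction of 15 and 20, 19 and 16 in both treatments, an overlap of 217 and Tfcp2l1 at −0.0188. For single genes the block lost 11 and gained 3, and with length correction lost 7 and gained 4.

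The protein-coding and lincRNA genes alone gave 1853 down in DMSO, 535 and 903 in Jaki, 150 down in Jaki-S1, an interaction of 87 up, 344 and 376 in both treatments, 22 meiotic genes higher in DMSO-S2 and 26 lower in Jaki-S2, 18 mitotic and 18 DNA repair genes lower in Jaki-S2, 9 pluripotent genes at S1, 8 mesenchymal genes in each treatment and 4 acetyltransferase genes. Correlations between stages rose to 0.85 (and to 0.823 without assembled loci that have no symbol, a setting also chosen after seeing the data) and the components to 40.4% and 27.4%. Fewer loci were tested there.

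On the log2 scale correlations were 0.853 within stages and 0.803 between them, and with Spearman's rho 0.802 and 0.763. With the correlation of camera estimated from the data 0 list tests passed in each family (12 study, 6 marker and 8 family tests at an unadjusted p-value under 0.05). Leaving out 1 library gave correlations from 0.912 to 0.951 within stages and from 0.312 to 0.385 between them, a first component from 30.1% to 35.4% and a second from 18.6% to 25%. Loci present in 1 treatment alone ran from 1135 (without DMSO-S1 replicate 1) to 1349 (without Jaki-S1 replicate 1) for DMSO-S1, from 582 (without Jaki-S1 replicate 1) to 787 (without Jaki-S1 replicate 2) for Jaki-S1, from 1437 (without Jaki-S2 replicate 2) to 1785 (without Jaki-S2 replicate 1) for DMSO-S2, and from 1109 (without Jaki-S2 replicate 1) to 1421 (without DMSO-S2 replicate 2) for Jaki-S2. Jarid2 was −0.41 without DMSO-S1 replicate 2, Suz12 −0.06 without DMSO-S2 replicate 1 and Tfcp2l1 −0.19 without DMSO-S2 replicate 2. With 3.1 to 6.9 M reads behind a library, changes of genes near 3 reads were not resolved.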

Differences from the paper's values

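Of 67 measures the paper also states, 21 differ. A gap between counts is called closed here when neither count is more than 1.5 times the other, which leaves differences of up to that factor. The paper gives 13547 genes detected, against 24861 loci with a mean FPKM above 0.1. A mean FPKM above 1 gave 17302, which closes the gap in that sense, and no filter did not. Loci above 0.1 FPKM in all 8 libraries, a count chosen after seeing the values, were 14294, the nearest to the paper's. The paper gives about 240 M reads, against 36.5 M reads that the steps between FPKM values imply. The former are sequencing reads obtained, and the latter those to which the FPKM were scaled. These are unlike quantities, although this measure is among the 21. No alternative bears on this.

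Between Jaki and DMSO the paper gives 40 genes up and 170 down at S1, against 16 and 61, and none of the alternatives set before the data were examined closed these gaps. At S2 it gives 969 up, against 564. A pseudocount of 0.1 (720), a mean FPKM above 1 (700), rescaling to the same sum (665) and array weights (819) closed that gap and the other 9 set before the data were examined did not.

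The paper gives 351 genes higher and 481 lower at S2 in both treatments, and 249 higher and 475 lower with Jaki only, against 72, 94, 52 and 116. None of the alternatives set before the data were examined closed these gaps.

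Of the genes of Additional file 5, the paper gives 69 meiotic, 160 mitotic and 84 DNA repair genes as higher in DMSO-S2, against 30, 94 and 42. For the meiotic genes median centring (47), rescaling to the same sum (69) and length correction (49) closed the gap. For the mitotic genes a mean FPKM above 1 (114), median centring (126), rescaling (159), length correction (125) and the replicate block with length correction (108) did so. For DNA repair a mean FPKM above 1 (61), median centring (68), rescaling (84) and length correction (69) did so. The others did not. Rescaling moved the median of all genes to 2.38 from DMSO-S1 to DMSO-S2, with 98.1% of its calls as rises. A list can then pass as higher without a change of its own, so that the gaps rescaling closed here are no support for the paper's counts. For genes also lower in Jaki-S2 the paper gives 29, 34 and 27, against 13, 10 and 9. The paper's counts are of genes on both its list of higher and its list of lower genes. Those here are of all genes on its list of higher genes that passed both thresholds. The sets are thus unlike, and a closed gap need not mean the same genes. A mean FPKM above 1 (22) and rescaling (26) closed the meiotic gap, and none of those set before the data were examined closed the other two.

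The paper gives 35 genes present with DMSO alone at S1, 130 at S2, and 24 with Jaki alone at S2, against 616, 972 and 645. None of the alternatives set before the data were examined closed these gaps.

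For Tet1 the paper gives a log2 fold change of −4.02 in Jaki-S2 against DMSO-S2, and the value here is −3.76. The ratio of group means, chosen after seeing the values, gave −4.15. For Brca2 the paper gives −0.98, against −0.63 (−0.65 as a ratio of group means), and for Tfcp2l1 −4.02, against 0.04 (0.03 as a ratio). A fold change was counted as different where its sign was opposite or its distance from the paper's exceeded the replicate spread. By that rule 0 of 17 alternatives closed the gap for each of these genes. Over the alternatives set before the data were examined, Tet1 ran from −4.12 to −3.39. That range includes the paper's value, although no single alternative came within the replicate spread of it. Brca2 ran from −0.74 to −0.515 and Tfcp2l1 from −0.19 to 0.27, ranges that do not include the paper's values.

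With the protein-coding and lincRNA genes alone, a setting chosen after seeing the values, the gaps closed for genes detected (16822), for genes down at S1 (150) and up at S2 (785), for genes changed in both treatments (344 and 376) and with Jaki only (191 and 527), and for the meiotic (53 and 31), mitotic (128 and 29) and DNA repair genes (70 and 22). It did not close the gap for genes up at S1 (19).

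The paper lists Tfcp2l1 among the genes lower in Jaki-S2, while its FPKM were 14.8 and 10.4 in DMSO-S2 and 11.4 and 14.4 in Jaki-S2. It describes Sall4, Mertk, Mitf, Meg3, Mirg, Jarid2, Ezh2 and the gene of esPRC2p48 (E130012A19Rik) as lower and Hdac10 as higher with Jaki at S2, and here these had the stated direction with adjusted p-values of 0.19, 0.063, 0.089, 0.28, 0.42, 0.39, 0.079, 0.23 and 0.085, short of the threshold. The paper has JAK/STAT3 activating Dnmt3a and suppressing histone deacetylases in its RNA-seq data too, and here Dnmt3a was lower with Jaki at S2 (adjusted p = 0.085) and Hdac7 and Hdac9 higher (0.43 and 0.15). Among the genes it shows as dependent on JAK/STAT3 in Fig. 4e, Acvr2b, Aire, Cldn6, Fgf4 and Nr5a2 were also lower without passing, with 0.086, 0.095, 0.2, 0.067 and 0.056, and Pou5f1, whose endogenous transcript the paper measured by qPCR, was higher with 0.34. The paper has Jarid2 and Suz12 rising in DMSO by RNA-seq and qPCR, and here their FPKM gave log2 fold changes of 0.05 and 0.08. For Meg3, Mirg and the PRC2 components the paper also drew on qPCR, which was not part of the comparison here. It names Cct6a among the rising genes, and here it had −0.57 (adjusted p = 0.39). Also rising in DMSO as the paper states, yet short of the threshold here, were Epcam, Kat5, Kat6b, Mtf2, E130012A19Rik, Fkbp11, Pias2, Rad51c and Brca2, with adjusted p-values of 0.13, 0.06, 0.06, 0.11, 0.17, 0.061, 0.052, 0.052 and 0.12. Ocln fell as it states, with 0.12. With rescaling to the same sum, which moved the median of all genes to 2.38, these 9, Jarid2, Suz12 and Cct6a passed the threshold as rising and Ocln turned to a rise. Mertk and Mitf also passed with it. Of the genes of Table 1 that it gives as examples, Tex19.1, Aurka, Cdc6, Rad51c, Mcm10 and Brca2 were lower in Jaki-S2 with adjusted p-values of 0.084, 0.062, 0.16, 0.097, 0.072 and 0.54.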

Other observations

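The tests of assembled loci, of abundant Y-linked genes, of the shared DMSO-S2 libraries, of interferon-stimulated genes and of the other immune genes were chosen only after the result was seen.

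Correlations of FPKM between the stages, with a mean of 0.346, lay far below those within a stage. Without the loci named as rRNA the mean was 0.347, which argues against these loci as the source. Without the assembled loci that have no symbol it was 0.823, against 0.936 within stages, which is consistent with these loci carrying most of the gap but leaves more than 0.1 of it. With the protein-coding and lincRNA genes alone, which drops other loci too, it was 0.85, against 0.924. What the assembled loci are was not tested. In S1, before picking, and in S2 the cultures differed in more than stage, so that a biological difference stays open.

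Genes higher in DMSO-S2 than DMSO-S1 tended to be lower in Jaki-S2 than DMSO-S2, with a correlation of −0.53 between the fold changes, and −0.50 in simulated unchanged groups, since both comparisons use DMSO-S2. With no shared library the correlation was −0.29, which argues against the shared libraries as the whole cause. A lasting need for JAK/STAT3 stays open as a hypothesis.

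Mesenchymal genes fell from S1 to S2 in both treatments. The 12 fibroblast markers had medians of −1.06 in DMSO and −1.52 in Jaki, and the paper used feeder fibroblasts. Loss of fibroblasts on picking and a change within the cells cannot be told apart here, as both occur between the stages. Ribosomal protein and histone genes rose, while other genes of the lengths of the histone genes had a median of 0.22 against 1.49, which argues against transcript length as the whole cause. Over 5 classes of genes by length the medians in DMSO-S2 vs DMSO-S1 ran from 0.31 for the shortest to −0.45 for the longest.

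Immune response genes of the study fell from S1 to S2 in DMSO and less so in Jaki. Interferon-stimulated genes were lower in Jaki-S1 already (median −2.11), which is consistent with Jaki leaving them less far to fall. The other 120 genes had a median of −0.47 in Jaki-S1 against DMSO-S1, with 99 lower and 21 higher. That median is short of the difference between their changes of −1.68 and −0.31, which argues against the same account as the whole cause for them. Macrophage markers fell in Jaki as well (median −3.51, and −2.90 in DMSO), which argues against macrophages that Jaki had removed. Uba1y was lower in Jaki-S2 (−2.19), and the other 7 Y-linked genes had a median of −0.47 there, 6 of them lower, from −2.10 to 0.29, which does not settle whether the share of male cells differed. The 4 of them with a mean FPKM above 10 had a median of −0.57, from −1.04 to 0.29, each above Uba1y by more than the standard error of the difference, which argues against a lower share of male cells as the whole cause for Uba1y. The Y-linked genes summed to 77.5 FPKM in Jaki-S2 replicate 1 and 187 in replicate 2, so that a smaller loss of male cells stays open.

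Other lists had these values. The 8 Y-linked genes had a median of −0.59 in Jaki-S2 against DMSO-S2. Of the 10 STAT3-responsive genes, 5 were lower and 1 higher with Jaki at S1, adjusted over the list alone, and 4 and 1 at S2. The 14 imprinted genes outside the Dlk1-Dio3 region had medians of −1.82 in DMSO, with 5 lower and 1 higher past the threshold, and −2.77 in Jaki, with 3 lower and 0 higher (0 unadjusted). The 4 OKSM factors had a median of 0.98 in Jaki-S2 against DMSO-S2, from −2.17 to 2.97, with 1 higher and 1 lower past the threshold. The 4 tested loci named as rRNA had medians of −7.63 and −8.10. Of 38 Nduf genes 20 were higher and 0 lower past the threshold in DMSO-S2 than DMSO-S1, of 10 Mcm genes 7 and 0, and of 13 Polr2 genes 8 and 0, with 0 lower at an unadjusted p-value under 0.05 in each family.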
